# Interaction between NANOS2 and the CCR4-NOT Deadenylation Complex Is Essential for Male Germ Cell Development in Mouse

**DOI:** 10.1371/journal.pone.0033558

**Published:** 2012-03-20

**Authors:** Atsushi Suzuki, Rie Saba, Kei Miyoshi, Yoshinori Morita, Yumiko Saga

## Abstract

Nanos is one of the evolutionarily conserved proteins implicated in germ cell development and we have previously shown that it interacts with the CCR4-NOT deadenylation complex leading to the suppression of specific RNAs. However, the molecular mechanism and physiological significance of this interaction have remained elusive. In our present study, we identify CNOT1, a component of the CCR4-NOT deadenylation complex, as a direct factor mediating the interaction with NANOS2. We find that the first 10 amino acids (AAs) of NANOS2 are required for this binding. We further observe that a NANOS2 mutant lacking these first 10 AAs (NANOS2-ΔN10) fails to rescue defects in the *Nanos2*-null mouse. Our current data thus indicate that the interaction with the CCR4-NOT deadenylation complex is essential for NANOS2 function. In addition, we further demonstrate that NANOS2-ΔN10 can associate with specific mRNAs as well as wild-type NANOS2, suggesting the existence of other NANOS2-associated factor(s) that determine the specificity of RNA-binding independently of the CCR4-NOT deadenylation complex.

## Introduction

The sexual development of mammalian germ cells leading to the generation of eggs and sperm is a critically important biological process. In the mouse, the primordial germ cells (PGCs) are segregated from the somatic cell lineage at an early gastrulation stage [1]. Although the PGCs are potent precursors for both oogonia and spermatogonia, sexual differentiation is induced after the colonization of the embryonic gonads with somatic cells. Retinoic acid (RA) signaling is implicated as the initial trigger for feminization [2], [3]. RA molecules derived from the mesonephros induce the meiotic initiation of germ cells in female embryonic gonads via the induction of the RA responsive gene *Stra8*, which is required for premeiotic replication [4]. On the other hand, at least two somatic factors are required for masculinization of germ cells in male embryonic gonads. CYP26B1, an RA metabolizing enzyme, is expressed in the Sertoli cells and protects germ cells from exposure to RA, resulting in the suppression of meiosis [2], [3]. In addition, somatically derived fibroblast growth factor 9 (FGF9) promotes the expression of male-type genes including *Nanos2* via its receptors on the surfaces of germ cells [5]. *Nanos2* expression commences by E13.5 after the downregulation of *Cyp26b1* and is required for the maintenance of the male germ cell state [6].

Nanos is an evolutionarily conserved RNA-binding protein that is implicated in germ cell development. Three *Nanos* homologues, *Nanos1–3*, exist in the mouse [7], among which *Nanos2* is expressed only in male gonocytes at the fetal stages and plays a key role in the sexual development of germ cells by suppressing meiosis and promoting male-type differentiation [6]. One of the molecular mechanisms regulating these pleiotropic phenomena is dependent on the interaction between NANOS2 and the CCR4-NOT deadenylation complex [8]. The structure of CCR4-NOT deadenylation complex is also highly and evolutionarily conserved among eukaryotes, consisting of at least 10 CNOT proteins (CNOT1–4, 6, 6L, 7–10) in human and mouse [9], [10]. Among the components of this complex, CNOT1 is the largest protein and acts as a scaffold [11], whereas two different types of deadenylases are contained; CNOT6 or CNOT6L belongs to the exonuclease-endonuclease-phosphatase (EEP) family [12], and CNOT7 or CNOT8 belongs to DEDD (Asp-Clue-Asp-Asp) family, [13]. Although the various functions of this complex have been reported, including transcription, mRNA regulation, and protein ubiquitylation/degradation [9], [14], we focus on the mRNA deadenylation activity since we have previously demonstrated that NANOS2-interacting CCR4-NOT complex retains the deadenylation activity against poly(A) RNA *in vitro* [8]. We expect that the interaction between NANOS2 and CCR4-NOT deadenylation complex may lead the suppression of NANOS2-associated transcripts via deadenylation-mediated RNA degradation. However, the molecular basis underlying this protein interaction remains unknown. In addition, it is also unclear whether or not each of the functions of NANOS2 relies on its association with the CCR4-NOT deadenylation complex.

In our current study, we have explored the molecular basis of the interaction between NANOS2 and the CCR4-NOT deadenylation complex *in vitro* and identified CNOT1 as a direct interacting protein. We further examined the biological significance of this interaction by generating a transgenic mouse that expresses a NANOS2 variant lacking the domain required for its interaction with the CCR4-NOT deadenylation complex.

## Results

### NANOS2 associates with the CCR4-NOT deadenylation complex via a direct interaction with CNOT1

In a previous study, we showed that NANOS2 associates with the CCR4-NOT deadenylation complex in male gonocytes, and that this interaction is responsible for the deadenylation activity of NANOS2 [8]. However, the mechanism underlying this association had remained unknown. To address this issue, we first compared the amino acid sequences of the Nanos proteins among several species from fish to human to screen for possible consensus sequences. Conserved sequences at both the N and C-terminus were identified in addition to two highly conserved CCHC-type zinc finger motifs (Figure S1). The N-terminal sequence was found to be common to all of the species compared whilst the C-terminal sequence was specific to mammals. We thus analyzed the function of the N-terminal conserved sequence given that the CCR4-NOT deadenylation complex is evolutionarily conserved in all of the species compared here.

We generated several N-terminal deletion mutants of *Nanos2* (Figure 1A) and co-transfected them into HeLa cells with HA-tagged Cnot6, a component of the CCR4-NOT deadenylation complex (since no antibody is currently available). Immunoprecipitation assays revealed that full length NANOS2 efficiently co-precipitated endogenous components of CCR4-NOT deadenylation complex (CNOT1, 3, 7, 9) and also HA-tagged CNOT6 (Figure 1B, lane7), indicating that the interaction between NANOS2 and the CCR4-NOT deadenylation complex can be reproduced in HeLa cells. However, a deletion of the first 10 N-terminal residues of NANOS2 (yielding NANOS2-ΔN10) completely abolished this interaction (Figure 1B, lane 9) whereas there was no such affect if the first 5 amino acids (AAs) were deleted (Figure 1B, lane 8). This indicated the importance of residues 6–10 for this interaction and we generated the corresponding deletion mutant of NANOS2 and found that only small amounts of CNOT protein were precipitated with this product compared with the full length and 1–5 AA-deleted variants (Figure 1B, lane 10). From these data, we concluded that the first 10 AAs of NANOS2 are required for a full interaction with the CCR4-NOT deadenylation complex. We further assayed the deadenylase activity levels of both NANOS2 and NANOS2-ΔN10 using synthetic poly(A) RNA. The resulting data showed that cleavage of poly(A) RNA occurred only with wild-type NANOS2 whereas this activity was not observed in NANOS2-ΔN10 precipitates (Figure. 1C).

**Figure 1:**
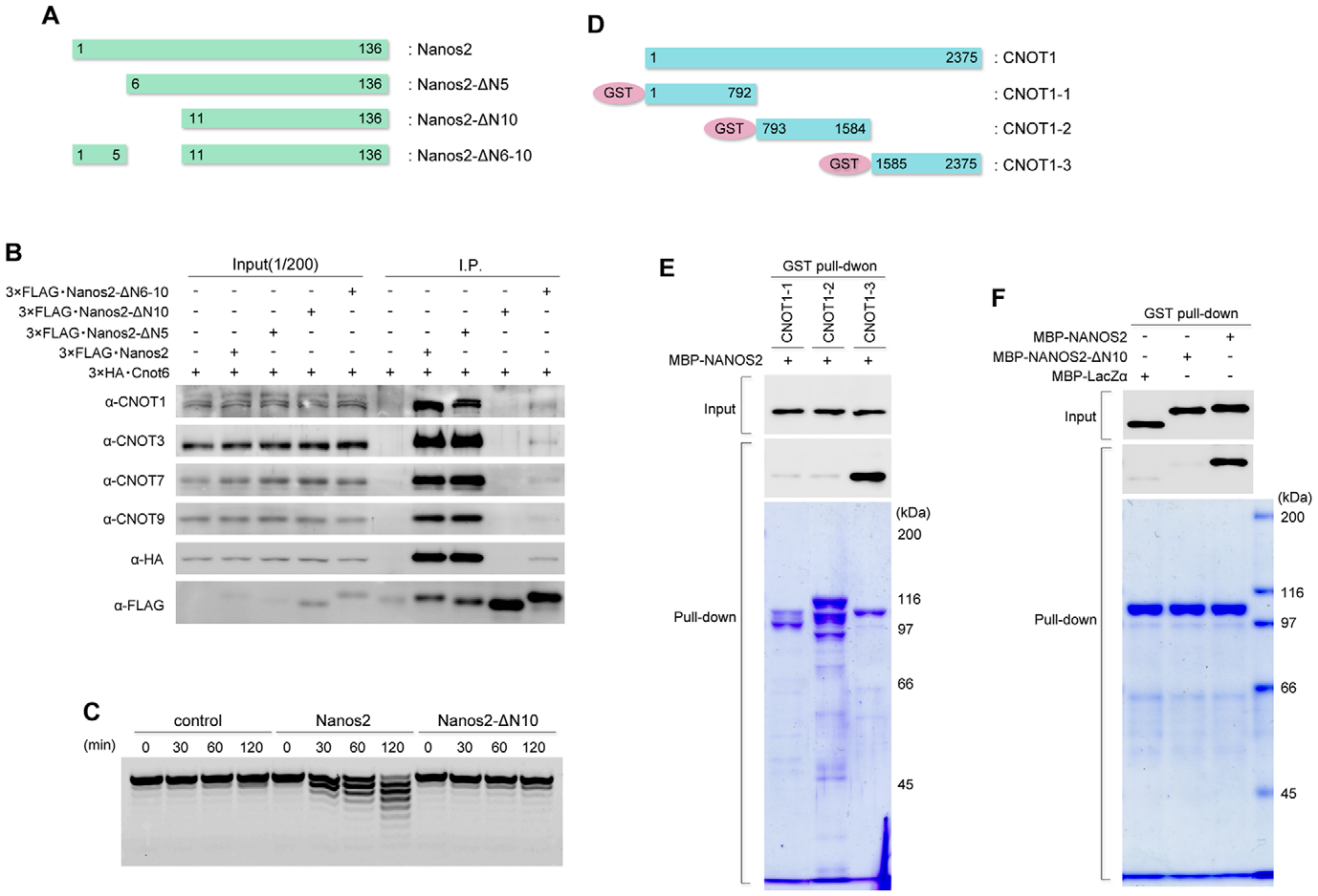
NANOS2 associates with the CCR4-NOT deadenylation complex through a direct interaction with CNOT1. (A) Schematic representation of NANOS2 deletion mutants. (B) Flag-tagged NANOS2 or its deletion mutants were precipitated with anti-FLAG antibodies from HeLa cell extracts co-transfected with 3×HA-Cnot6. Precipitates were analyzed by western blotting with the indicated antibodies. (C) Immunoprecipitated Flag-tagged NANOS2 or NANOS2-ΔN10 were incubated with 5′-fluorescein isothiocyanate-labeled poly(A) RNA substrate for 0, 30, 60 and 120 minutes. Samples were then analyzed on a denaturing sequencing gel. (D) Schematic representation of GST-fused CNOT1 protein. CNOT1 was divided into three parts due to its length: the N-terminal region (CNOT1-1), middle region (CNOT1-2) and C-terminal region (CNOT1-3). (E) *E. coli* extracts expressing GST-fused CNOT1-1, CNOT1-2 or CNOT1-3 were mixed with MBP-NANOS2 and subjected to a GST pull-down assay. (D) *E. coli* extracts expressing CNOT1-3 were mixed with MBP-lacZα, MBP-NANOS2-ΔN10 or MBP-NANOS2 respectively, and subjected to a GST pull-down assay.

We next searched for a direct binding partner of NANOS2 that could mediate the recruitment of the CCR4-NOT deadenylation complex. Given that this interaction can be reproduced even in HeLa cells, we surmised that germ cell specific factors would be unnecessary, which in turn raised the possibility that the direct partner may be one of the components of the CCR4-NOT deadenylation complex. Of note in this regard, *Drosophila* Nanos has been reported to directly bind to CNOT4 in yeast two-hybrid experiments [15]. Hence, we cloned all of the known components of the CCR4-NOT deadenylation complex [16], which include CNOT1–4, 6, 6L, and 7–10, and D1Bwg0212e (a human C2orf29 homologue), into a GST-fusion bacterial expression vector (File S1). CNOT1 was divided into three segments as indicated in Figure 1D because of its long peptide sequence. Following the expression of these components in bacteria, pull-down assays were performed with purified recombinant MBP-NANOS2 (File S1) and revealed that NANOS2 associates only with the C-terminal region of CNOT1 (Figure S2, Figure 1E). We further found that deletion of the 10 N-terminal AAs of MBP-NANOS2 abolishes this interaction (Figure 1F). These data thus revealed that NANOS2 associates with the CCR4-NOT deadenylation complex via a direct interaction with CNOT1.

### The NANOS2-ΔN10 mutant fails to rescue the *Nanos2*-null phenotype

NANOS2 regulates several aspects of male gonocyte development such as the suppression of meiosis, promotion of male characteristics and suppression of apoptosis [6]. It is not known however whether all of the functions of NANOS2 are mediated by its interaction with the CCR4-NOT deadenylation complex. We thus tried to express NANOS2-ΔN10 in male gonocytes instead of wild-type NANOS2 to further analyze the physiological significance of this association. We generated a transgenic mouse line that expressed Flag-tagged NANOS2-ΔN10 under the direct control of the *Nanos2* enhancer (Figure 2A, ΔN10). We confirmed the expression of this transgene in the embryonic gonads of two lines. Western blotting revealed that the corresponding transgenic mice produced an appreciable quantity of Flag-tagged NANOS2-ΔN10, and that line #1 expressed this truncated protein at levels that were comparable to the full-length Flag-tagged *Nanos2* (Figure 2B, lane ΔN10#1 and full) transgene that can fully rescue the *Nanos2*-null phenotype (Figure 2A, full) [8].

**Figure 2:**
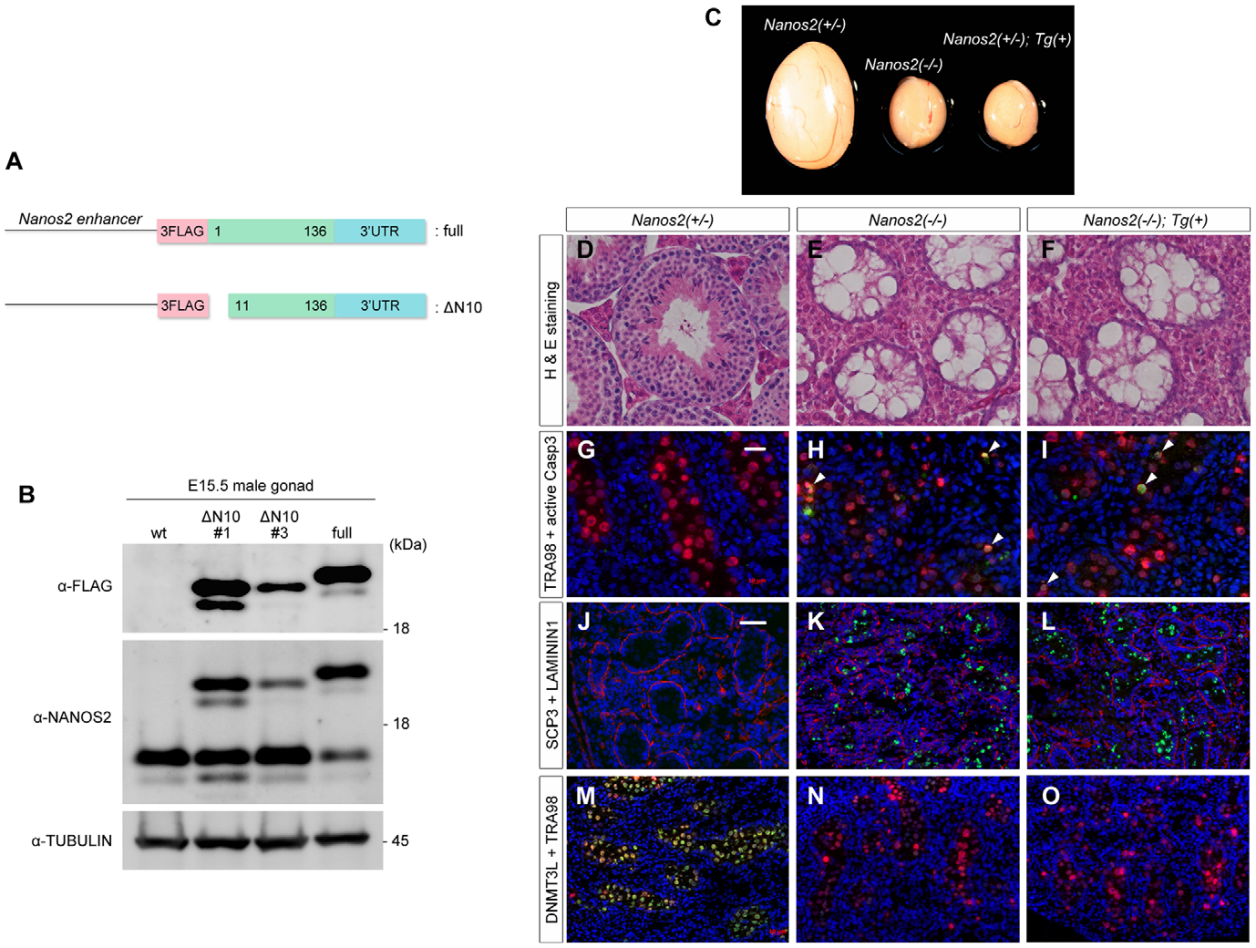
NANOS2-ΔN10 does not rescue the *Nanos2* knockout phenotype. (A) Schematic representation of Flag-tagged *Nanos2* and *Nanos2-ΔN10* transgenes under the direct control of the *Nanos2* enhancer. (B) Western blotting analysis of NANOS2 protein in E15.5 male gonads from Flag-tagged *Nanos2-ΔN10* transgenic mouse lines #1 and #2 with anti-NANOS2 or FLAG antibodies. Wild-type and Flag-tagged full-length *Nanos2* transgenic mice were used as negative and positive controls, respectively. Tubulin was used as a loading control. (C) Comparison of testis size from 6 week-old littermates of *Nanos2* ^+/−^, *Nanos2* ^−/−^ and *Nanos2* ^−/−^ mice expressing the *Nanos2-ΔN10* transgene. (D–F) Sections were prepared from the testes described in (C) and stained with hematoxylin and eosin. (G–I) Sections of testes from *Nanos2* ^+/−^, *Nanos2* ^−/−^ and *Nanos2* ^−/−^ expressing the Flag-tagged *Nanos2-ΔN10* transgene at E16.5 were immunostained with anti-cleaved Caspase 3 (green) and TRA98 (red) antibodies. (J–O) Sections of testes from the same littermates at E15.5 were immunostained with antibodies against SCP3 (green) and LAMININ (red) (J–L), and DNMT3L (green) and TRA98 (red) (M–O). DNA was labeled with DAPI counterstain (blue). Arrowheads in (H) and (I) indicate germ cells undergoing apoptosis. Scale bars, 20 µm in G for G–I; 50 µm in J for J–O.

It is noteworthy that the endogenous levels of NANOS2 were found to be unchanged in the presence of Flag-tagged NANOS2-ΔN10, whilst the presence of full-length Flag-tagged NANOS2 reduced endogenous protein expression (Figure 2B, middle panel). This is consistent with a previous report [8] and we thus analyzed the expression of *Nanos2* mRNA in the E14.5 male gonad of each genotype (i.e. wild-type, Tg with full-length *Nanos2*, Tg with *Nanos2-ΔN10*) by RT-PCR (Figure S3, File S1). In the Tg gonads that express full-length *Nanos2*, the mRNA ratio was found to correlate well with that of the protein products (Figure S3B, lane full; Figure 2B, lane full) and the total RNA amount was similar to that of the wild-type gonads (Figure S3C). However, the mRNA ratio did not always reflect the protein amounts in Tg gonads expressing *Nanos2-ΔN10* (Figure S3B, lane ΔN10; Figure 2B, lane ΔN10#1) and the total RNA amount was elevated in comparison with the protein levels (Figure S3D). These results suggest that in the presence of Flag-tagged NANOS2-ΔN10, endogenous *Nanos2* mRNA produces more protein than expected, whereas mRNA from the transgene produces less, indicating that there is an unknown mechanism underlying the regulation of the NANOS2 protein levels independently of transcription. Further analysis was conducted using line #1, which showed higher expression of the *Nanos2-ΔN10* transgene.

We crossed the *Nanos2-ΔN10* transgenic mice with *Nanos2^LacZ/+^* mice to assess the function of NANOS2-ΔN10 in the absence of wild-type NANOS2. Since the *Nanos2-ΔN10* transgene was successfully transmitted via males, we therefore introduced the Flag-tagged *Nanos2-ΔN10* transgene into *Nanos2*-null testes and compared the phenotype with those of *Nanos2*-null mice to further examine the function of NANOS2-ΔN10 *in vivo*. As shown previously, *Nanos2*-null males have significantly smaller testes than their wild-type counterparts, in which no germ cells exist from about 4 weeks [7]. In our current experiments, we similarly observed smaller testes in the transgenic mice with a *Nanos2*-null background (Figure 2C). A subsequent histological study of these transgenic tissues revealed a complete loss of germ cells from the seminiferous tubules (Figure 2D, E, F). We next assessed whether this was due to a failed rescue event during embryogenesis. We performed immunostaining for activated cleaved caspase 3 at E16.5 and found cells undergoing apoptosis, as predicted from the lack of germ cells in the adult testes (Figure 2G, H, I). We further found an upregulated meiotic marker, SCP3 (Figure 2J, K, L) [17], and downregulated male-specific marker, DNMT3L (Figure 2M, N, O) [18]. These phenotypes were almost identical to those observed in *Nanos2*-null mice [6] and we thus concluded that the first 10 residues of NANOS2 are essential for almost all of its functions. These results also suggest that the interaction of NANOS2 with the CCR4-NOT deadenylation complex is essential for its developmental functions, although we cannot exclude the possibility that the association of other factors with the 10 N-terminal AAs of NANOS2 is also critical.

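For the microarray comparison of E14.5 male gonads, 6 one-colour arrays were analysed, 2 each for *Nanos2* +/-, *Nanos2* -/- and *Nanos2* -/-_*Tg+*. Each array carried 41174 different probes besides its controls, and 23374 of them were matched to a current gene name through the accession of the array's design. The processed signals of each array were scaled to a common 50th percentile, raised to at least 5 and put on a log2 scale. A probe was tested when it was well above background on both arrays of at least 1 genotype, which left 26712 probes for 12983 genes. Differences were tested with limma over all 6 arrays, and a probe was called at a Benjamini-Hochberg adjusted *p* below 0.05 with a change of at least 2-fold. The methods' t-test, unadjusted and with the same 2-fold limit, was run beside it. With 2 arrays against 2, an exact rank test of 1 probe cannot give a two-sided *p* below 0.333. Both *Nanos2* +/- arrays lay on 1 slide and the other 4 arrays on another, so a difference from *Nanos2* +/- cannot be told apart from a difference between slides. *Nanos2* -/-_*Tg+* was compared with *Nanos2* -/- within 1 slide. The probe for *Nanos2* read 9.42 and 10.78 in *Nanos2* +/- and 13.29 and 14.25 in *Nanos2* -/-_*Tg+*, and it was not well above background on either *Nanos2* -/- array. Its signal in *Nanos2* -/- was at least 89.7-fold lower than in *Nanos2* +/- (limma adjusted *p* = 0.00182). In *Nanos2* -/-_*Tg+* it stood 3.67 above *Nanos2* +/-, with a limma adjusted *p* of 0.0547 that ranged from 0.0128 to 0.777 over the alternative settings.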

To further examine the rescue events that cannot be initiated by NANOS2-ΔN10, we compared the gene expression profiles among E14.5 male gonads of *Nanos2^+/−^*, *Nanos2* ^−/−^ and *Nanos2* ^−/−^ mice expressing NANOS2-ΔN10 (*Nanos2* ^−/−^_*Tg^+^*) by microarray. Although a small set of genes showed significant expression changes between *Nanos2* ^−/−^ and *Nanos2* ^−/−^_*Tg^+^* (Table 1), box plot analyses of these genotypes showed that the gene expression profiles were mainly similar, as predicted (Figure 3A–B). 

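By the methods' t-test, 154 of the 26712 probes differed between *Nanos2* -/- and *Nanos2* +/-, 235 between *Nanos2* -/-_*Tg+* and *Nanos2* +/-, and 40 between *Nanos2* -/-_*Tg+* and *Nanos2* -/-. After Benjamini-Hochberg adjustment of these t-tests the counts were 0, 0 and 0, with smallest adjusted values of 0.369, 0.0644 and 0.67. limma called 18 probes between *Nanos2* -/- and *Nanos2* +/-, 28 between *Nanos2* -/-_*Tg+* and *Nanos2* +/- and 5 between *Nanos2* -/-_*Tg+* and *Nanos2* -/-. At an unadjusted limma *p* below 0.05 and the same fold limit these counts were 593, 747 and 176. Of the called probes, 5 of 18 and 8 of 28 were higher than in *Nanos2* +/-, and 4 of 5 were higher in *Nanos2* -/-_*Tg+* than in *Nanos2* -/-. In 16 of 18, 19 of 28 and 4 of 5 the probe was not well above background in 1 of the genotypes compared, so only a lower bound of its change can be given. The bound sets the bright genotype's mean over both arrays against the dim genotype's mean of, on each array, the lowest signal among probes well above background or the probe's own signal where that was higher. The median bound was 2.19-fold over the 16 probes and 2.24-fold over the 19, and 12 of each reached 2-fold.

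Probes measured on both sides were few among these calls. A fit with the replicate number as a block had more against *Nanos2* +/-, 7 of 31 calls in *Nanos2* -/- and 100 of 171 in *Nanos2* -/-_*Tg+*. Between *Nanos2* -/-_*Tg+* and *Nanos2* -/- it had 0 of 4. The following values are from the fit without the block. Between *Nanos2* -/- and *Nanos2* +/-, A_51_P334979 fell by 3.62 (adjusted *p* = 0.00161) and A_51_P235553 rose by 1.86 (adjusted *p* = 0.0374), and in *Nanos2* -/-_*Tg+* they changed by −3.73 and 2.25. Between *Nanos2* -/-_*Tg+* and *Nanos2* +/-, 9 called probes were measured in both genotypes. They included *Kctd14*, *Cfap52*, *Lrrc18* (measured on 1 of 2 *Nanos2* -/-_*Tg+* arrays), *Tjp3*, *Ifnlr1* and *Ptpn22*, with falls of 2.86, 2.26, 2.2, 1.65, 1.62 and 1.57 and adjusted *p* from 0.0207 to 0.049. Among the dim probes, *Gja3* was at least 4.83-fold higher in *Nanos2* -/- than in *Nanos2* +/- (adjusted *p* = 0.027), and A_52_P672903 and A_52_P661942 were at least 7.13-fold and 6.29-fold lower. *Gja3* read 6.19 and 5.8 in *Nanos2* -/- and 4.5 and 3.43 in *Nanos2* -/-_*Tg+*, while A_52_P672903 and A_52_P661942 read 2.32 on each of these arrays.

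Both comparisons with *Nanos2* +/- called 13 probes in common, and 71 were listed in both by the methods' t-test. Of the 154 probes listed for *Nanos2* -/-, 152 changed in the same direction in *Nanos2* -/-_*Tg+*, 108 of them by at least 2-fold, and 5 were also listed between *Nanos2* -/-_*Tg+* and *Nanos2* -/-. The correlation of the 2 changes across probes was 0.75. Both changes use the same *Nanos2* +/- arrays, so part of this follows from the design. In 100 simulations of unchanged groups against shared controls, with equal spread in all groups, the correlation was 0.5 and 88.3% of the listed probes had the same direction in both, against 98.7% on the arrays. The *Nanos2* +/- arrays differed more from each other than the others did, by a median of 0.326 against 0.191 in *Nanos2* -/- and 0.174 in *Nanos2* -/-_*Tg+*. With the spread scaled to each genotype by the median replicate difference the simulated correlation was 0.752 and 98% had the same direction, and scaled by the mean squared difference 0.626 and 94.4%. These scalings were added after the result was seen. Scaled by the median difference, the simulated correlation ran up to 0.764 and so reached that on the arrays. Scaled by the mean squared difference, it stayed at or under 0.644 and did not. Since the 2 scalings disagree, the correlation and the common direction do not by themselves show a change common to *Nanos2* -/- and *Nanos2* -/-_*Tg+*. Except for these upper limits, the simulated values are medians over the simulations. With equal spread the simulated lists held a median of 69.5 probes, at most 91, with a median of 8 shared. With the scaled spreads they held 100 and 79. Alternatives moved the limma calls in both directions. With the replicate number as a block the calls were 31, 171 and 4, and differences between same-numbered arrays correlated across genotypes at 0.29 to 0.407. Under a floor of 20 in place of 5 and under normexp background correction limma called 0 probes in every comparison. Under the floor of 20, 299, 409 and 44 probes still passed the unadjusted limma *p* and the fold limit, and the methods' t-test listed 85, 161 and 18. Leaving out replicate 1 of *Nanos2* -/- raised the limma calls to 52 for *Nanos2* -/- against *Nanos2* +/-, 87 for *Nanos2* -/-_*Tg+* against *Nanos2* +/- and 29 between *Nanos2* -/-_*Tg+* and *Nanos2* -/-, and leaving out either *Nanos2* +/- array left 1 call between *Nanos2* -/-_*Tg+* and *Nanos2* -/-.

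**Figure D1:**
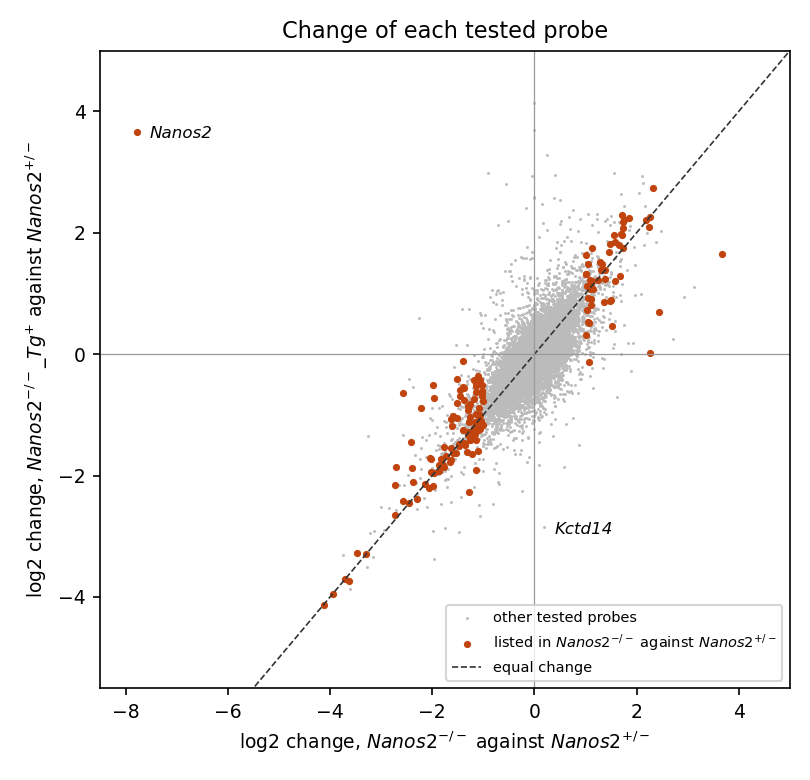
Log2 change of each tested probe in *Nanos2* -/- (horizontal axis) and in *Nanos2* -/-_*Tg+* (vertical axis), each the mean of 2 arrays minus the mean of the 2 *Nanos2* +/- arrays, for 26711 probes. Orange, the 154 probes listed between *Nanos2* -/- and *Nanos2* +/- by the methods' t-test. Dashed line, equal change. *Nanos2*, at −7.78 and 3.67, and *Kctd14* are labelled. Probes not well above background are plotted at their own signal or at the floor of 5, so their changes are not bounds.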

Groups of both meiotic genes (*Stra8*, *Sycp1*, *Taf7l*; Figure 3C, D, E) [4], [19], [20] and PGC genes (*Esg1/Dppa5*, *Stella/Dppa3*, *Sox2*; Figure 3F, G, H) [21], [22] were found to up-regulated whilst male-type genes (*Dnmt3l*, *Miwi/Piwil1*, *Tdrd1*; Figure 3I, J, K) [18], [23], [24] were down regulated in E14.5 male gonads as compared with wild-type male gonads, even in the presence of the transgene. These data support our contention that the interaction of NANOS2 with CCR4-NOT deadenylation complex is essential for it to exert its biological roles, and we predict that there are few, if any, CCR4-NOT deadenylation complex-independent NANOS2 functions.

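All 9 genes of Fig. 3C–K changed in the same direction in *Nanos2* -/- and in *Nanos2* -/-_*Tg+* as compared with *Nanos2* +/-. *Stra8*, *Sycp1* and *Taf7l* rose by 2.11, 1.13 and 1.08 in *Nanos2* -/- and by 2.93, 1.08 and 1.38 in *Nanos2* -/-_*Tg+*. *Dppa5*, *Dppa3* and *Sox2* rose by 0.63, 0.24 and 0.89 in *Nanos2* -/- and by 0.67, 0.23 and 0.98 in *Nanos2* -/-_*Tg+*. The changes of *Dnmt3l*, *Piwil1* and *Tdrd1* were −2.22, −2.12 and −0.66 in *Nanos2* -/- and −1.89, −1.42 and −0.41 in *Nanos2* -/-_*Tg+*. The standard errors of these changes ran from 0.224 for *Tdrd1* to 0.631 for *Dnmt3l*. None of the 9 genes was called by limma, with adjusted *p* from 0.198 to 0.905 in *Nanos2* -/- and from 0.136 to 0.879 in *Nanos2* -/-_*Tg+*. By the methods' t-test with the 2-fold limit, 0 of 9 were listed in either comparison. In each comparison with *Nanos2* +/-, 7 of the 9 genes had array values that did not overlap, the exceptions being *Dppa5* and *Dppa3*. By chance 33.3% of probes do so with 2 arrays against 2, and over all tested probes 35.8% and 38.7% did. Between *Nanos2* -/-_*Tg+* and *Nanos2* -/- the changes of the 9 genes ran from −0.05 to 0.81, every adjusted *p* was 1, and 1 of 9 did not overlap. Among the 16 genes named in the text and measured, 8 were at an unadjusted limma *p* below 0.05 in each comparison with *Nanos2* +/-, and 7 in each when adjusted over the list alone, *Nanos2* among them. The paper had reported 9 of the 16 on these same samples, without saying whether it chose them there, so this is not independent evidence.

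Several of these changes depended on replicate 1 of *Nanos2* +/-. Without replicate 1 of *Nanos2* +/- the changes of *Dppa5* became −0.01 in *Nanos2* -/- and 0.02 in *Nanos2* -/-_*Tg+*, those of *Dppa3* −0.3 and −0.31, and those of *Sox2* 0.18 and 0.28. Without that array *Stra8* still rose by 1.47 and 2.28, and *Dnmt3l* changed by −1.08 and −0.75 and *Piwil1* by −1.44 and −0.74. A different probe of the same gene gave rises of 1.24 and 1.44 for *Taf7l* and 0.84 and 0.73 for *Dppa5*, and −0.38 and −0.62 for *Tdrd1*.

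Longer lists of each kind of gene, set before the data were examined, were tested with camera at a correlation of 0.01. The lists include the genes of Fig. 3C–K, whose directions on these arrays the paper had reported, so they are not independent of it. The 11 male-type genes tested had a median change of −0.45 in *Nanos2* -/- (adjusted *p* = 0.00167), with 10 of 11 lower, and of −0.09 in *Nanos2* -/-_*Tg+* (adjusted *p* = 0.258), with 6 of 11 lower. Between *Nanos2* -/-_*Tg+* and *Nanos2* -/- all 11 were higher, by a median of 0.29 (adjusted *p* = 0.00167), each gene taken by its brightest probe. The dimmer *Tdrd1* probe went the other way there, by −0.24 (adjusted *p* = 1), with both *Nanos2* -/-_*Tg+* arrays below both *Nanos2* -/- arrays, though by less than the 2 decimals given here (7.73 and 7.73 for the nearest arrays). The 19 meiotic genes changed by a median of 0.16 in *Nanos2* -/- and 0.10 in *Nanos2* -/-_*Tg+* (adjusted *p* = 0.157 and 0.0819), and their mean in *Nanos2* -/-_*Tg+* was 0.38. The 15 PGC genes changed by 0.24 and 0.18 (adjusted *p* = 0.094 and 0.157). Between *Nanos2* -/-_*Tg+* and *Nanos2* -/- their median was 0.04 and their mean −0.01, and camera gave the direction as down (adjusted *p* = 0.811). None of these calls holds under fry (adjusted *p* from 0.709 to 0.978) or under camera with an estimated correlation (adjusted *p* from 0.671 to 0.926). Without replicate 1 of *Nanos2* +/-, the male-type median was −0.32 in *Nanos2* -/- (adjusted *p* = 0.294) and 0.06 in *Nanos2* -/-_*Tg+*, and the PGC medians were −0.11 and −0.08. Without replicate 2 of *Nanos2* +/-, the PGC medians were 0.57 (adjusted *p* = 0.00255) and 0.51 (adjusted *p* = 0.00669), and the male-type medians −0.62 (adjusted *p* = 1.29e-05) and −0.24 (adjusted *p* = 0.00601). The meiotic genes passed 0.05 in *Nanos2* -/-_*Tg+* when replicate 2 of *Nanos2* -/-_*Tg+* (adjusted *p* = 0.000292) or either *Nanos2* -/- array (adjusted *p* = 0.0386 and 0.029) was left out, and in *Nanos2* -/- without replicate 1 of *Nanos2* -/- (adjusted *p* = 0.0386). normexp background correction moved the male-type genes most, to 0.54 in *Nanos2* -/-, where the median of all probes was 0.56.

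**Figure D2:**
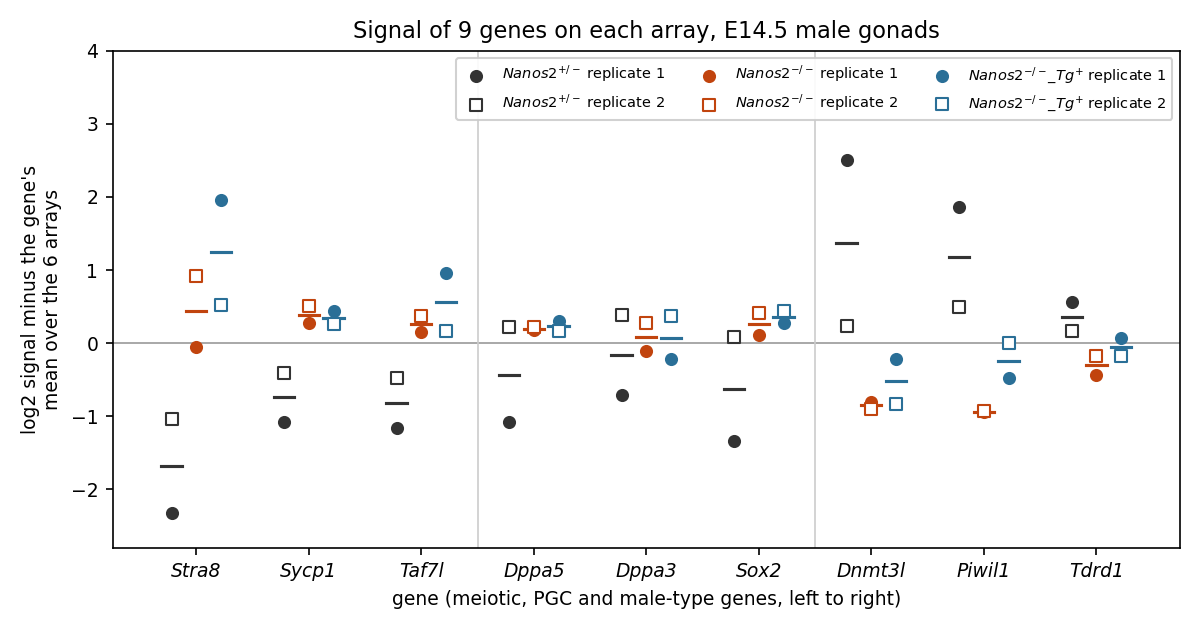
Log2 signal of the 9 genes of Fig. 3C–K on each of the 6 arrays, minus the gene's mean over all arrays (vertical axis), for *Nanos2* +/-, *Nanos2* -/- and *Nanos2* -/-_*Tg+*. Meiotic, PGC and male-type genes are ordered from left to right. Filled circles, replicate 1. Open squares, replicate 2. Short lines, the mean of each genotype. Values at the floor of 5 are plotted there.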

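The paper reasons that NANOS2-ΔN10 was expressed and did not restore the profile of *Nanos2* +/-. It takes this in favour of its contention that NANOS2 needs to bind CCR4-NOT for its roles. It had left open that other factors bound by the deleted residues also matter. The paper also rests the contention on the lost binding and deadenylase activity of NANOS2-ΔN10, and on the unrescued testes and their staining. It predicts few functions, if any, that are independent of the complex. limma called 5 probes between *Nanos2* -/-_*Tg+* and *Nanos2* -/-. Apart from *Nanos2* itself, an effect of NANOS2-ΔN10 on them cannot be told apart from the site of insertion or strain background. limma on these 4 arrays alone called 1 probe by genotype and 1 by replicate number. A floor of 20 or normexp background correction left 0 calls. *Kctd14* was not called with the replicate number as a block (adjusted *p* = 0.0807). *Nanos2* itself was at least 1140-fold higher in *Nanos2* -/-_*Tg+* (adjusted *p* = 0.000404). The probes A_51_P162805, A_52_P129238 and A_52_P922974, none of them matched to a current gene name, were at least 5.27-fold, 2.47-fold and 2.42-fold higher in *Nanos2* -/-_*Tg+* (adjusted *p* = 0.00218, 0.0098 and 0.00762). *Kctd14* was the only called probe measured in both genotypes. It read 10.02 ± 0.16 in *Nanos2* -/- and 6.96 ± 0.16 in *Nanos2* -/-_*Tg+* (mean ± SD), a change of −3.05 (adjusted *p* = 0.0256), and 9.82 ± 0.51 in *Nanos2* +/-. Its adjusted *p* ranged from 0.00487 to 1 over the alternative settings, and its change from −3.16 to −2.65. The median difference over all probes between *Nanos2* -/-_*Tg+* and *Nanos2* -/- was 0.032. Simulated changes placed in 200 of the tested probes were recovered by limma in 80.5% of cases for this comparison, with 3 false calls, so smaller or more variable differences than those simulated remain open.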

**Figure 3:**
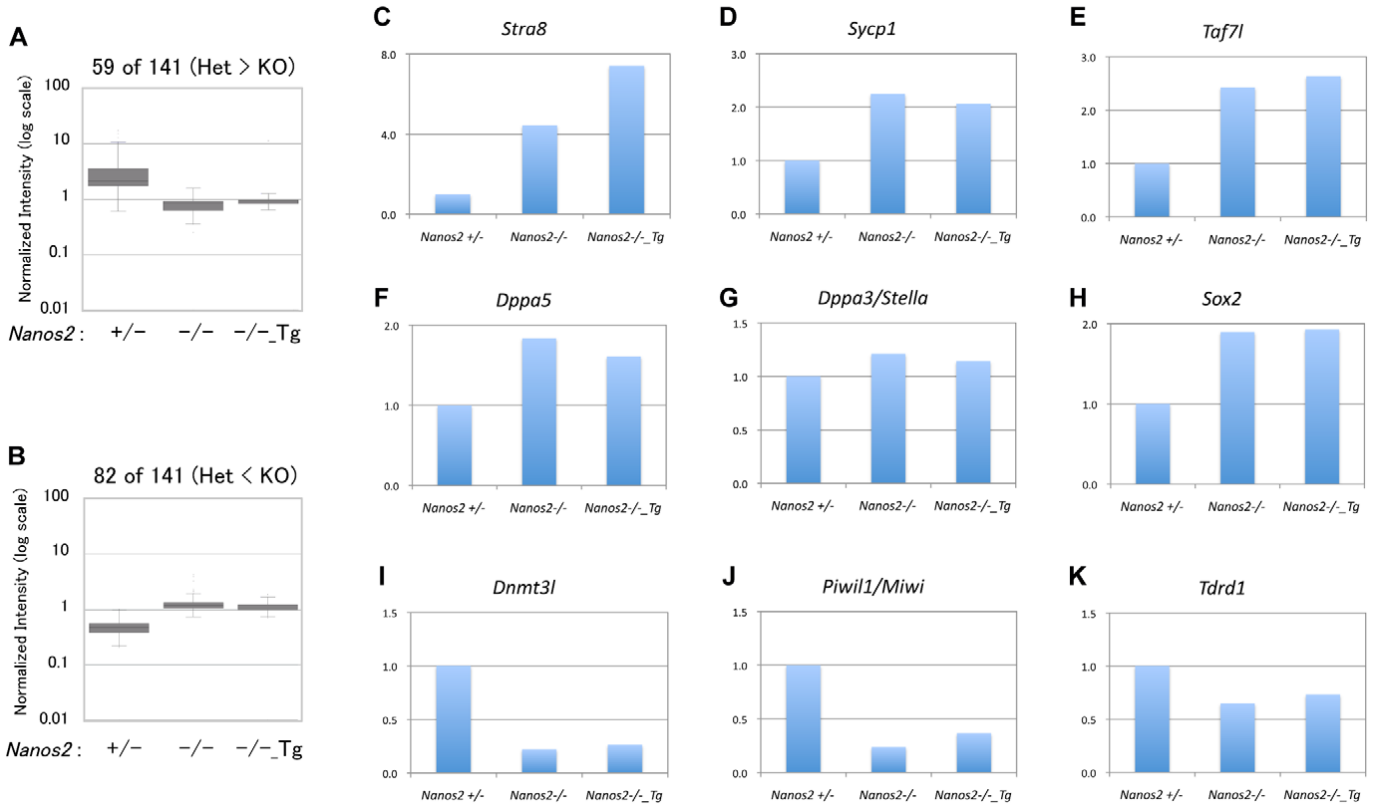
Comparative expression analysis of various genes in *Nanos2* ^−/−^ and *Nanos2* ^−/−^_*Tg^+^* male gonads. (A, B) Box plots showing the expression profiles of 144 genes that are significantly altered in the male gonads of E14.5 *Nanos2* ^−/−^ embryos compared with *Nanos2* ^+/−^ embryos. Note that the averages of the plots for *Nanos2* ^−/−^_*Tg^+^* are very similar to those of *Nanos2* ^−/−^ in terms of both the increased (A) and decreased (B) genes in *Nanos2* ^−/−^. (C–K) Expression levels of genes relevant to the sexual differentiation of germ cells in the male gonads of *Nanos2* ^+/−^, *Nanos2* ^−/−^ and *Nanos2* ^−/−^_*Tg^+^* embryos at E14.5. These data were obtained using the Agilent GeneChip System and analyzed with Genespring GX software.

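For the probes listed by the methods' t-test, the 51 higher probes had a median change of 1.39 in *Nanos2* -/- (quartiles 1.1 and 1.72) and 1.32 in *Nanos2* -/-_*Tg+* (quartiles 0.92 and 1.83), and 50 of 51 were higher in *Nanos2* -/-_*Tg+*. The 103 lower probes had a median change of −1.39 in *Nanos2* -/- (quartiles −1.97 and −1.17) and −1.25 in *Nanos2* -/-_*Tg+* (quartiles −1.76 and −0.84), and 102 of 103 were lower in *Nanos2* -/-_*Tg+*. Probe by probe, the median difference of *Nanos2* -/-_*Tg+* from *Nanos2* -/- was 0.03 for the higher and 0.09 for the lower probes. Many of these probes were not well above background in 1 genotype. With such signals at their bound, the medians were 1.06 in *Nanos2* -/- and 1.08 in *Nanos2* -/-_*Tg+* for the higher list and −1.25 and −1.07 for the lower list, and over the 20 and 58 probes measured in every genotype they were 1.14 and 1.27, and −1.26 and −1.13. For the limma-called probes the medians in *Nanos2* -/- and *Nanos2* -/-_*Tg+* were 2.27 and 1.64 for 5 higher probes, and −2.57 and −2.42 for 13 lower probes. Taken probe by probe, the median difference of *Nanos2* -/-_*Tg+* from *Nanos2* -/- was −1.74 for the higher probes (quartiles −2.033 and −0.009). For the lower probes it was 0. At their bound the 5 higher probes had medians of 1.09 and 0.24, and the 13 lower probes −1.275 and −0.992. Only 1 of the 5 and 1 of the 13 were measured in every genotype. The lists were chosen on the same *Nanos2* -/- and *Nanos2* +/- arrays, which enlarges the changes in *Nanos2* -/-, and the shared *Nanos2* +/- arrays carry part of that into *Nanos2* -/-_*Tg+*. In the simulations of unchanged groups the probes listed had a median change of 1.28 in the group they were chosen on and 0.672 in the other with equal spread in all groups. With the spread scaled to each genotype these were 1.3 and 1.01 by the median replicate difference, and 1.28 and 0.869 by the mean squared difference. To separate choice from measurement, 2-fold probes were chosen on 1 *Nanos2* +/- and 1 *Nanos2* -/- array and measured on the other arrays. Over the 4 ways of doing so, the lower probes changed on average by −0.49 in *Nanos2* -/- and −0.52 in *Nanos2* -/-_*Tg+*, against −1.33 on the arrays of their choice, and *Nanos2* -/-_*Tg+* kept from 0.846 to 1.24 of the change in *Nanos2* -/-. The higher probes changed by 0.17 in *Nanos2* -/- and 0.19 in *Nanos2* -/-_*Tg+*, against 1.28, with a median change in *Nanos2* -/- between −0.12 and 0.45. This average mixes 2 kinds of choice, since same-numbered arrays deviate together. Chosen on same-numbered arrays, the higher probes changed by 0.40 in *Nanos2* -/- and 0.36 in *Nanos2* -/-_*Tg+* (ratios 0.868 and 0.917), and the lower by −0.61 and −0.63. Chosen on arrays of different number, where the deviation enters the choice and reverses in the measurement, the higher probes changed by −0.05 and 0.02 (ratios 1.52 and 11.2, of no meaning near 0), and the lower by −0.38 and −0.42. The same *Nanos2* +/- array serves both genotypes in each way, so its deviation is still shared.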

**Table 1:** Results of Microarray analyses.

Subtraction procedures		*Nanos2* ^+/−^	*Nanos2^−^* ^/−^	*Nanos2^−^* ^/−^_Tg^+^	Total
All probe sets		41,326	41,326	41,326	41,326
Present ^a^		25,759	26,036	25,695	27,033*
2 fold change vs *Nanos2* ^+/−^ of 27,033* ^b^		-	804	1,014	-
T-Test, *p*<0.05 vs *Nanos2* ^+/−^ of b ^c^		-	144	219	-
(Ratio of c/*)		-	0.98%	0.81%	-
	2 fold change in c, *<Nanos2* ^+/−^	-	62		
	2 fold change in c, *>Nanos2* ^+/−^	-	82		
2 fold change vs *Nanos2^−^* ^/−^ of 27,033* ^e^		-	-	310	-
T-Test, *p*<0.05 vs *Nanos2^−^* ^/−^ of b ^d^		-	-	37	-
(Ratio of d/*)		-	-	0.14%	-

### NANOS2-ΔN10 interacts with specific RNAs

To further examine the properties of NANOS2-ΔN10, we next analyzed the cellular localization of this mutant in *Nanos2* knockout mice by immunostaining with the antibody against NANOS2. As previously mentioned, NANOS2 is dispersed throughout the cytoplasm with some localization in P-bodies in male gonocytes (Figure. 4A, B, C) [8]. In contrast to this, however, NANOS2-ΔN10 was mainly found within the nucleus, although was partly still detectable in the cytoplasm and localized at the P-bodies, as seen for wild-type NANOS2 (Figure. 4D, E, F). This indicated that the interaction with the CCR4-NOT deadenylation complex is required for the proper localization of NANOS2. These data raise the question of whether or not its interaction with CCR4-NOT deadenylation complex is also essential for the association of NANOS2 with its target RNAs. To address this issue, we purified FLAG-tagged NANOS2-ΔN10 from E15.5 male gonad extracts to analyze co-precipitated RNA molecules as described previously [8]. Subsequent western blotting analyses revealed that there was no detectable association between NANOS2-ΔN10 and the CCR4-NOT deadenylation complex as the components of which could be efficiently co-precipitated with wild-type NANOS2 (Figure 4G, lane 5) but were undetectable in NANOS2-ΔN10 precipitates (Figure 4G, lane 6). This confirmed that a deletion of the first 10 AAs of NANOS2 abolishes its interaction with CCR4-NOT dedenylation complex *in vivo*.

**Figure 4:**
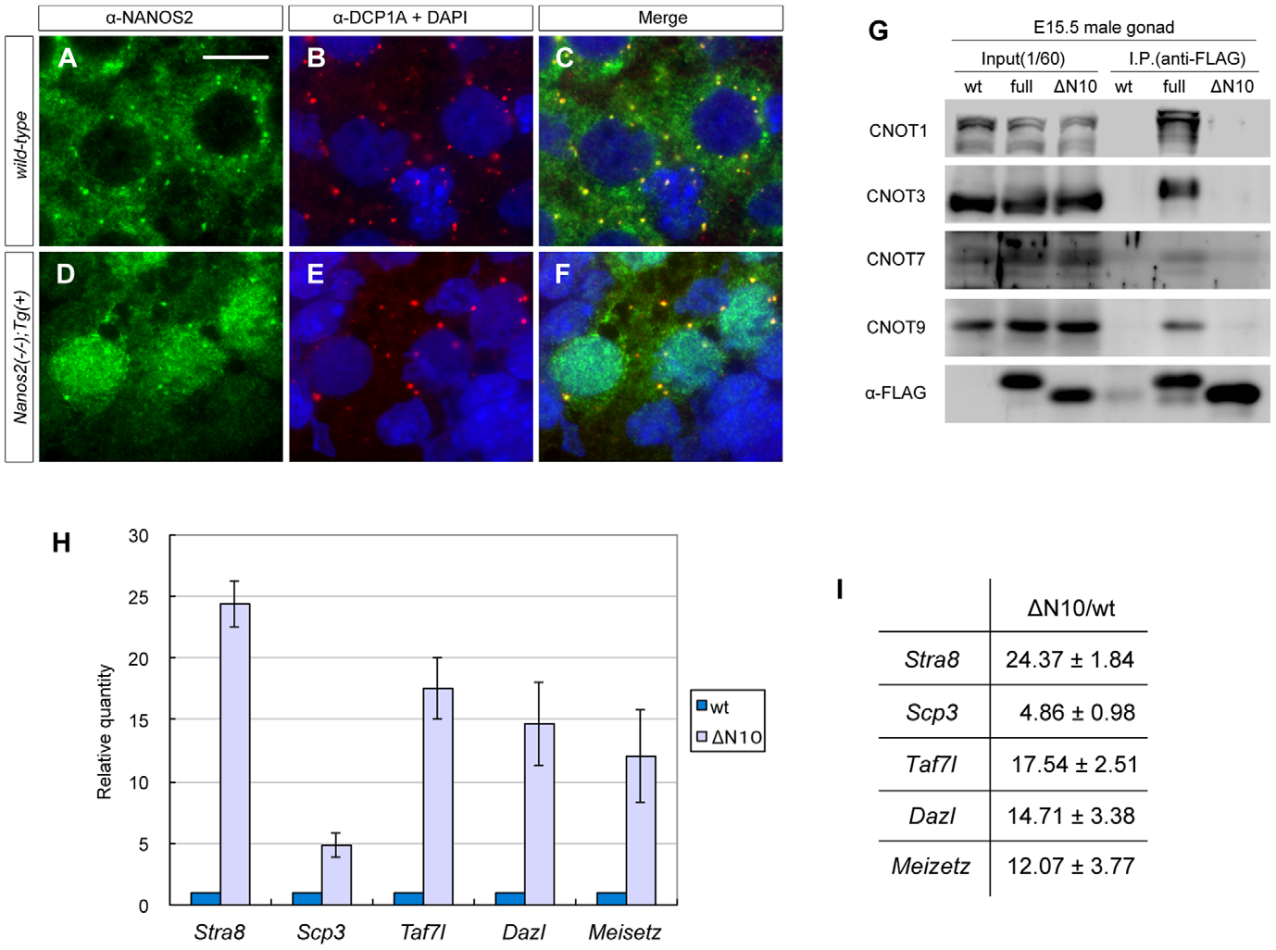
NANOS2-ΔN10 interacts with specific RNAs. (A–F) Sections of testes from *Nanos2* ^+/−^ and *Nanos2* ^−/−^ expressing the Flag-tagged *Nanos2-ΔN10* transgene at E15.5 were immunostained with antibodies against NANOS2 (green) and DCP1A (red). DNA was counterstained with DAPI (blue). Scale bar, 10 µm in A for A–F. (G) Immunoprecipitation-western blotting analysis of proteins from E15.5 male gonadal extracts of wild-type and transgenic embryos expressing 3×FLAG-NANOS2 or 3×FLAG-NANOS2-ΔN10. (H, I) Quantification of mRNA enrichment in 3×FLAG-NANOS2-ΔN10 immunoprecipitates using real-time RT-PCR. The level of *g3pdh* control mRNA was set at 1 and the expression of each mRNA species was calculated relative to this control. The fold enrichment of each transcript in the 3×FLAG-NANOS2-ΔN10 immunoprecipitates compared with wild-type is indicated in the graph (H) and the accompanying table (I). These data were quantified from three QRT-PCR reactions in one set of immunoprecipitations.

We also examined the co-precipitated RNAs by real-time RT-PCR, and found that FLAG-tagged NANOS2-ΔN10 efficiently co-precipitated meiotic gene transcripts (*Stra8*, *Sycp3*, *Taf7l*, *Dazl*, *Meisetz*) (Figure 4H–I) that are also associated with wild-type NANOS2 as previously shown [8]. These data indicate that NANOS2 binds specific RNAs independently of its interaction with the CCR4-NOT deadenylation complex.

## Discussion

In our current study, we have identified CNOT1 as a direct NANOS2-associated protein, and shown that the first 10 AAs of NANOS2 is required for this interaction. In addition, we have further shown that the interaction of NANOS2 with the CCR4-NOT deadenylation complex is essential for it to exert its biological roles *in vivo* by using transgenic mouse that expresses a NANOS2 variant lacking these first 10 AAs (NANOS2-ΔN10). As this NANOS2 variant still retains both the CCHC-type zinc finger motif and a C-terminal region highly conserved among mammal (Figure S1B), it is assumed that the *Nanos2-ΔN10* transgenic mouse would have some defects in germ cell development due to presumptive dominant effects. However, we observed normal spermatogenesis and successful transmission of this transgene to next generation, which led us to speculate that endogenous NANOS2 may be sufficient to suppress dominant-negative effects of NANOS2-ΔN10.

On the other hand, NANOS2-ΔN10 did not rescue any major defect observed in *Nanos2*-null mouse, indicating that the NANOS2 function is mediated via interaction with the CCR4-NOT complex. However, it is shown that the complex has various functions other than deadenylation, including transcriptional, post-transcriptional RNA regulation and protein ubiquitylation [9], [14]. For instance, CNOT1 interacts with nuclear receptors [25], and CNOT3 is involved in chromatin remodeling [26], thereby playing a role in transcriptional mechanism. In addition, CNOT4 harbors E3 ligase activity, placing the CCR4-NOT complex in the protein ubiquitylation/degradation pathways [27], [28]. Nevertheless, considered that NANOS2 is cytoplasmic RNA-binding protein localizing in P-bodies and that NANOS2-associated CCR4-NOT complex has deadenylase activity *in vitro* [8], it would be reasonable to assume that a major function of NANOS2-associated CCR4-NOT complex is deadenylation for RNA degradation. However, at this point, we cannot rule out the possibility that some other function(s), such as ubiquitylation or post-transcriptional regulation, is also responsible for a part of NANOS2 function.

We have also shown that a mutant NANOS2 lacking association with CNOT1 still retains an ability to interact with specific mRNAs, indicating that the RNA-binding specificity is determined independently of the interaction with the CCR4-NOT deadenylation complex. However, it is known that the CCHC-type zinc finger motif in NANOS protein binds RNAs non-specifically *in vitro* [29], indicating the other protein(s) is required to confer the specificity. Consistently, our preliminary MAS analyses revealed that several other proteins other than the CCR4-NOT complex are co-precipitated with NANOS2, including several RNA-binding proteins. These factors are currently under investigation.

## Materials and Methods

### Ethics statement

Experiments were carried out with the permission of the animal experimental committee at the Yokohama National University (project number; 1), which is approved March 3, 2009.

### Mice

The *Nanos2*-knockout mouse lines and PCR methods used for the verification of mutant alleles have been previously described [7]. A 3×FLAG-tagged *Nanos2-ΔN10* vector with a 3′-UTR under the control of the *Nanos2* enhancer (9.2 kb upstream sequence) was used for the production of the transgenic mouse line. The primer pairs used for the genotyping of these lines were as follows:

3FLAG-F1; 5′-CTACAAAGACCATGACGGTG-3′, and

N2-3′U-R2; 5′-CCCGAGAAGTCATCACCAG-3′

### Immunoprecipitation and western blotting

The 3×Flag expression vectors for Nanos2 and Nanos2-ΔN10, and 3×HA-Cnot6 were constructed using pcDNA3.1 (Invitrogen). HeLa cells were then transfected with 12 µg of these constructs per 10 cm dish using polyethylenimine [30]. After 48 hours, cellular proteins were extracted with 1 ml of lysis buffer (50 mM Tris-HCl [pH7.4], 150 mM NaCl, 0.5% NP-40, 7.5 mM β-glycerophosphate, 0.1 mM Na_3_VO_4_, 1 mM DTT, 1 mM EDTA, 1 mM PMSF, 1 mM leupeptin, 1 mM aprotinin, 1 mM pepstatin), and spun at 20,000 *g* for 15 min at 4°C. The supernatants were then incubated with 10 µl of anti-FLAG M2 affinity gel (Sigma) on a rotator for 3 h at 4°C. After several washes, precipitates were boiled with 10 µl of 2×Sample buffer, separated by SDS-PAGE, and then subjected to western blotting analysis as described previously. The membranes were incubated with primary antibodies against Flag (1∶8,000; Sigma-F3165), HA (1∶10,000; 12CA5), CNOT1 (1∶500, a gift from H. T. Timmers), CNOT3 (1∶500, a gift from T. Tamura), CNOT7/Caf1 (1∶500, a gift from A. B. Shyu) and CNOT9/Rcd1 (1∶500, a gift from H. Okayama). Positive signals were visualized by incubation with an appropriate secondary antibody conjugated with horseradish peroxidase followed by detection using an ECL Advance™ Western Blotting Analysis System (GE Healthcare). All antibodies were diluted using Can Get Signal Immunoreaction Enhancer Solution (Toyobo).

### *In vitro* deadenylase assay

After immunoprecipitation as mentioned above, precipitates were subjected to a deadenylase assay as previously described [8], [31].

### GST pull-down assay

MBP-LacZα, MBP-NANOS2 or MBP-NANOS2-ΔN10 fusion proteins were expressed in the *E. coli* BL21 (DE3) strain and purified with Amylose Resin (New England Biolabs). All CCR4-NOT deadenylation complex components were cloned from a single stranded E15.5 mouse male gonad cDNA library into pGEX-5X vectors (GE Healthcare), and then expressed in *E. coli*, BL21 Star (DE3) (Invitrogen) cells. Bacterial pellets were sonicated in a binding buffer (25 mM HEPES-KOH [pH 7.4], 150 mM NaCl, 0.1% NP-40, 1 mM DTT, 1 mM EDTA, 1 mM PMSF), and then spun at 15,000 rpm at 4°C. The supernatants were mixed with 1–5 mg of MBP-NANOS2, NANOS2-ΔN10 or LacZα incubated for 2 h at 4°C, and then mixed with 30 µl of glutathione-sepharose 4FF (GE Healthcare) followed by a further incubation for 2 h. After extensive washing with the above binding buffer supplemented with 350 mM NaCl, precipitates were separated by SDS-PAGE and analyzed by western blotting with anti-MBP antibody (1∶2000; New England Biolabs) or by CBB staining.

### Histological methods

For immunostaining, mouse gonads were directly embedded in O.C.T. compound (Sakura) and frozen in liquid nitrogen. After sectioning (8 µm), samples were stained according standard procedures. Details of these methods have been previously described [6].

### Microarray

For one hybridization assay, 200 ng of total RNA was labeled with Cy3 and then hybridized to a Whole Mouse Genome Oligo Microarray (G4122F, Agilent) in accordance with the manufacturer's protocols (Agilent) for the Low RNA Input Linear Amplification Kit, and the One Color Gene Expression Hybridization Kit, respectively. Arrays were analyzed using a Microarray Scanner System (G2565BA, Agilent) and the images were processed with Feature Extraction, version 9.1 (Agilent) to generate signal values and present/absent calls for each probe set. Two independent datasets were obtained for each collation. Processed data were analyzed with Genespring GX software. The following normalization steps were applied to each dataset: measurements were set from less than 5 to equal to 5 for data transformation, per chip normalization was set to the 50^th^ percentile, and per gene normalization was set to median. All data is MIAME compliant and the raw data has been deposited in a MIAME compliant database (GEO, accession number: GSE33138).

### Immunoprecipitation and real-time RT-PCR

For the immunoprecipitation – realtime RT-PCR analysis, 60 male gonads from E15.5 embryos of either wild-type or *Nanos2-ΔN10* transgenic mice were homogenized on ice in 200 µl of Buffer A (25 mM Hepes-KOH [pH7.4], 250 mM sucrose, 75 mM β-glycerophosphate, 1 mM DTT, 0.05% NP-40, 2×Complete Mini (Roche) containing 400 units/ml of RNase inhibitor (Toyobo) and 1/100 volume of phosphatase inhibitor cocktail 1 (Sigma, St Louis, MO), and spun at 10,000 *g* for 10 min at 4°C. NaCl (5 M) was then added to the supernatants to a final concentration of 150 mM. The samples were then mixed with 20 µl of anti-FLAG M2 affinity gel (Sigma) and incubated on a rotator for 3 h at 4°C. After 5 washes with Buffer A containing 150 mM NaCl, co-precipitated RNAs were purified using the RNeasy Mini Kit (Qiagen). After synthesis of first-strand cDNAs with 200 U SuperScript III reverse transcriptase (Invitrogen) and 100 pmol (dT)_20_ primer, real-time RT-PCR analyses were carried out according to manufacture's instruction. The level of *G3pdh* control mRNA was set at 1 and the levels of each mRNA were calculated (each mRNA/*G3pdh* mRNA). Then, the fold enrichment of each mRNA in IP from *tg* extracts compared to IP from *wt* extracts is calculated (ratio of each mRNA level in FLAG IP from *tg* to those from *wt*). Quantifications were from three QRT-PCR in one set of immunoprecipitations [8].

## Supporting Information

File S1 This file includes Materials and Methods for amplification of *cnot* genes and Realtime RT-PCR.
(DOCX) Click here for additional data file.

Figure S1 **Conservation of Nanos proteins.** (A) Amino acid sequence alignment of putative NANOS2 proteins among different vertebrate species. The overall sequence identity values in comparison with the mouse NANOS2 protein are shown at the end of each sequence. Three highly conserved regions are indicated in frame. Red and blue circles indicate conserved CCHC residues in the former and latter zinc finger motifs, respectively. (B) Schematic structure of the NANOS2 protein indicating the conserved zinc finger motif. NR, N-terminal region; CR, C-terminal region.
(TIF) Click here for additional data file.

Figure S2 **GST pull-down assay.** *E. coli* extracts expressing GST-fused CNOT1-1, 1-2, 1-3, 2, 3, 4, 6, 6L, 7, 8, 9, 10, or D1Bwg0212e were mixed with MBP-NANOS2 and subjected to a GST pull-down assay. CNOT proteins that precipitated with Glutathione Sepharose were visualized by CBB staining whereas co-precipitated MBP-NANOS2 was detected by western blotting. Note that only CNOT1-3 precipitates large amount of MBP-NANOS2.
(TIF) Click here for additional data file.

Figure S3 **RT-PCR analyses of** ***Nanos2*** **mRNA.** (A) Schematic representations of endogenous *Nanos2*, *3xFlag-tagged* full-length *Nanos2* and *3xFlag-tagged Nanos2-ΔN10* mRNAs. Red arrows indicate the primer pair used to measure the total *Nanos2* mRNA level (C, D), whilst the blue arrows indicate a primer pair designed to discriminate between endogenous and exogenous *Nanos2* mRNA (B). (B) Semi-quantitative RT-PCR analysis of *Nanos2* mRNA in E14.5 male gonads from wild-type, transgenic mice expressing full-length *Nanos2* and *Nanos2-ΔN10*. (C, D) Comparison between the total *Nanos2* mRNA levels in the E14.5 male gonads of wild-type and transgenic mice expressing full-length *Nanos2* (B) or *Nanos2-ΔN10* (C) by realtime RT-PCR analysis.
(TIF) Click here for additional data file.

# Supplementary material for: Interaction between NANOS2 and the CCR4-NOT Deadenylation Complex Is Essential for Male Germ Cell Development in Mouse
**Source:** PLoS One. 2012 Mar 20;7(3):e33558. doi: 10.1371/journal.pone.0033558
**Supplement:** File S1 — This file includes Materials and Methods for amplification of cnot genes and Realtime RT-PCR.

**Supporting Information Materials and Methods**

**Generation of recombinant NANOS2 and CNOT proteins**

DNA fragment encoding the full-length *Nanos2* was cloned into the pMAL-c2 vector (New England Biolabs). MBP-NANOS2 was then expressed in *E coli*. BL21 (DE3), purified with Amylose Resin (New England Biolabs). DNA fragments encoding the each *Cnot* were amplified by PCR from an E15.5 male gonad cDNA, and cloned into pGEX-5X vectors (GE Healthcare). All the GST-CNOT proteins were then expressed in *E coli*. BL21 Star (DE3) (Invitrogen), pulled-down with Glutathione Sepharose (GE Healthcare). The following PCR primer pairs were used for amplification of each *Cnot* cDNAs;

*Cnot1-1*

Cnot1-1(BamHI)-Fw : atgGGATCCatgaatcttgactcgctc

Cnot1-1(Sal)-Rv : atgGTCGACCTAggccccagttcctatgc

*Cnot1-2*

Cnot1-2(EcoRI)-Fw : atgGAATTCcttggacttcctgcagtg

Cnot1-2(Sal)-Rv : atgGTCGACCTAtgtaggtaagaagccag

*Cnot1-3*

Cnot1-3(Sal)-Fw : atgGTCGACaatgacttaagtcagcct

Cnot1-3(Sal)-Rv : atgGTCGACctaactggcaccggtccc

*Cnot2*

Cnot2(Sal)-Fw : atgAAGCTTatggtgaggactgatgga

Cnot2(Xho)-Rv : atgCTCGAGccaagaaaagggaagtcttt

*Cnot3*

Cnot3(Hind)-Fw : atgAAGCTTatggcggacaagcgcaaa

Cnot3(Xba)-Rv : atgTCTAGAtgtcactggaggtcccggt

*Cnot4*

Cnot4(Sal)-Fw : atgGTCGACatgtctcgcagtcctgat

Cnot4(Xho)-Rv : atgCTCGAGcaattccctctttgcttagt

*Cnot6*

Cnot6(BamHI)-Fw : atgGGATCCatgcccaaagaaaagtac

Cnot6(Sal)-Rv : atgGTCGACctacctcctgccaggaag

*Cnot6l*

Cnot6l(Sal)-Fw : atgGTCGACatgagactaatagggatg

Cnot6l(Sal)-Rv : atgGTCGACctacctccgattaggcaa

*Cnot7*

Cnot7(BamHI)-Fw atgGGATCCatgccagcagcaaccgta

Cnot7(Sal)-Rv : atgGTCGACtcatgactgcttgctgg

*Cnot8*

Cnot8(BamHI)-Fw : atgGGATCCatgcctgcggcacttgta

Cnot8(Sal)-Rv : atgGTCGACtcactgctgcatgttgtt

*Cnot9*

Cnot9(Hind)-Fw : atgAAGCTTatgcacagcctggcaacg

Cnot9(Xho)-Rv : atgCTCGAGtgagagggaacgaggatca

*Cnot10*

Cnot10(Hind)-Fw : atgAAGCTTatggctgcagacaagcctg

Cnot10(Xho)-Rv : atgCTCGAGtcacttcctctgcacggt

*D1Bwg0212e*

D1Bwg0212e(EcoRI)-Fw : atgGAATTCatgcccggcggcggggcgag

D1Bwg0212e(SalI)-Rv : atgGTCGACttattttgatattttggtct

**Real-time RT-PCR**

Total RNA isolates were prepared from the E14.5 male gonads of wild-type, full-length and *Nanos2-ΔN10* transgenic mice using an RNeasy Mini Kit (Qiagen). Aliquots of 0.5 µg of total RNA were then used in a cDNA synthesis reaction with SuperScript III reverse transcriptase (Invitrogen). For real-time RT-PCR, amplification reactions were carried out in 96-well microtiter plate wells in a 25 μl reaction final volume with SYBR premix Ex Taq (Takara), optimized concentrations of specific primers, and a 1:20 dilution of each cDNA as the template. Reactions were carried out using a Dice Real Time PCR Detection System (Takara) and the cycling conditions involved an initial step of 10 s at 94°C, followed by 40 cycles of 15 s at 94°C, 15 s at 60°C, 30 s at 72°C. Each assay was run in triplicate and negative controls (no template or template produced without the RT enzyme) were always included. The data were processed using Thermal Cycler Dice RealTime System Software (Takara) and Microsoft Excel. A normalization factor was calculated using the reference gene *G3PDH*.

The following PCR primer pairs were used for the amplification of total *Nanos2* mRNA: Nanos2-Fw for RT-PCR: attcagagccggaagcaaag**,** Nanos2-Rv for RT-PCR: gactgctgttgagtggacaa. For semi-quantitative RT-PCR, PCR reactions were carried out in 8-well microtiter tubes in a 20 μl reaction volume with Takara-Taq (Takara) with optimized concentrations of specific primers and a 1:20 dilution of each cDNA as template. Products were separated in 11% polyacrylamide gels stained with e[thidium bromide](http://lsd.pharm.kyoto-u.ac.jp/weblsd/c/begin/ethidium%20bromide) and were visualized using a Bio Doc-It^TM^ system (UVP).

How the deposited data were processed for this re-analysis (not part of the article)

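Total RNA of E14.5 male gonads, 200 ng per array, had been hybridized to Agilent whole mouse genome arrays of the 4x44K format with 1 dye, 2 arrays each for *Nanos2* +/-, *Nanos2* -/- and *Nanos2* -/-_*Tg+*. The genotype, the replicate number and the age were taken from the sample labels, and each array was placed in 1 genotype. The labels do not say what a replicate number shares across genotypes.

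The deposited scanner files hold 45018 spots per array, 1639 of them controls, with the intensity of each spot after background subtraction and spatial detrending by the authors' scanner software, which puts surrogate values in place of signals at or under background. The deposited value table of the series holds the same processed intensity and not log2 values: all 45018 values of each array were matched with the scanner files and differed by at most 0.497%. The methods state that the authors raised values under 5 to 5, scaled each array to the 50th percentile and centred each gene on its median over the arrays. Here the scaling came before the floor, with the authors' order as an alternative. The centring leaves differences between genotypes unchanged and was not repeated.

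Controls and outlier spots (82, 57, 79, 71, 54 and 57 on the arrays in the order *Nanos2* +/- replicates 1 and 2, *Nanos2* -/- replicates 1 and 2, *Nanos2* -/-_*Tg+* replicates 1 and 2) were left out. In that order the median signals were 85.1, 66, 96.6, 95.4, 86.7 and 82.2, and the scaling factors to a common 50th percentile 0.995, 1.28, 0.877, 0.888, 0.977 and 1.03. Values were then raised to 5, put on log2 and averaged per probe name, giving 41174 probes. No spot was saturated. Well above background were 65.7, 64.3, 66.7, 64.2, 64.9 and 64.1% of probes, and the lowest such signals were 12.3, 14.2, 11.1, 13.5, 13.4 and 14.3. Probes well above background on both arrays of at least 1 genotype numbered 26712, of which 40, 37, 32, 47, 41 and 51 stood at the floor on each array. A probe dim on both arrays of a genotype is reported as a bound. Replicates differed by a median of 0.326 in *Nanos2* +/-, 0.191 in *Nanos2* -/- and 0.174 in *Nanos2* -/-_*Tg+*, and by at least 2-fold for 776, 353 and 474 of the 24966 probes well above background on every array.

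The comparisons of *Nanos2* -/- with *Nanos2* +/-, *Nanos2* -/-_*Tg+* with *Nanos2* +/- and *Nanos2* -/-_*Tg+* with *Nanos2* -/- were fitted with limma 3.58.1 (lmFit and eBayes over all 6 arrays, R 4.3.3, data.table 1.17.8), with 4.61 prior degrees of freedom. A probe was called at a Benjamini-Hochberg adjusted *p* below 0.05 with at least a 2-fold change. The methods' t-test was run per probe with equal variances, which the methods leave open, unadjusted and with the 2-fold limit. Gene lists were tested with camera at a correlation of 0.01, adjusted over 9 tests, with fry and an estimated correlation as checks. Numbers and figures not from R were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The fit was tested on simulated data for 26712 probes. Log2 changes of 2 or 3, up or down, were placed in 200 probes well above background on all 6 arrays. limma recovered 83.5, 89 and 80.5% of them in the 3 comparisons, with 4, 7 and 3 false calls, and the methods' t-test with the 2-fold limit recovered 191, 189 and 189, with 63, 55 and 67 false.

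Gene names were taken from a table of RefSeq accessions and symbols through the accession of each probe's design, and 23374 probes were matched. Probes without a match keep their probe name. No probe was matched to *Prdm9* or *Cnot1*, which are not analysed here. Reported by name are the genes that the paper names for the arrays or as germ cell regulators, and part of the called probes. The called probes named are mainly those measured in both genotypes and some with a large bound where a genotype is dim. Other large changes are given only here. *Foxf1* and *Slc22a14* were at least 3.26-fold and 2.81-fold higher in *Nanos2* -/-_*Tg+* than in *Nanos2* +/-. A_51_P432271 was at least 5.31-fold lower in *Nanos2* -/- than in *Nanos2* +/-. A gene with several probes is given by 1 probe, with another where they differ.

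The lists of meiotic (24 genes), PGC (15) and male-type genes (15), and the marker lists of germ cells, Sertoli cells, Leydig cells, mesonephros, blood, and X- and Y-linked genes, were set from general knowledge of these tissues. The meiotic, PGC and male-type lists include the genes of Fig. 3C–K. A list of mitosis genes was added once the difference between replicates had been seen, before the values of these genes were. The median changes of the marker lists are given among the other observations.

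The alternatives were the 75th percentile, quantile normalization, normexp background correction (offset 50), the floor of 5 set before the scaling, a floor of 20, probes well above background on all 6 arrays, on at least 1 array or without a filter, outlier spots kept, the value table of the series, the replicate number as a block, only the 4 arrays of the genotypes compared, an intensity trend in the prior variance, the methods' t-test in its equal-variance and Welch forms and after Benjamini-Hochberg adjustment, the adjusted *p* alone, the unadjusted limma *p*, and each array left out in turn. The normexp correction was run on median spot and background signals, a choice made once the columns of the files were known, as was setting dim probes at their bound. The pairing of replicate numbers was checked by correlating the difference between replicates across genotypes.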

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

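The slide and scan test of the spike-in probes and the tests of the male-type genes between *Nanos2* -/-_*Tg+* and *Nanos2* -/-, without and with *Dazl* among the germ cell markers, were chosen only after the result was seen. The test of the genes near *Kctd14* was added once the change of *Kctd14* was known, before the values of its neighbours were. The others were set before.

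A_51_P334979 changed from *Nanos2* +/- by −3.62 in *Nanos2* -/- and −3.73 in *Nanos2* -/-_*Tg+*, with log2 levels of 9.02 in *Nanos2* +/-, 5.39 in *Nanos2* -/- and 5.29 in *Nanos2* -/-_*Tg+*. A_51_P235553 was higher by 1.86 and 2.25, from 4.68 in *Nanos2* +/- to 6.54 and 6.93. Neither probe was matched to a current gene name, and both changes separate the *Nanos2* +/- arrays from the other 4. Over the alternatives the adjusted *p* of A_51_P334979 ranged from 0.000513 to 0.801 in *Nanos2* -/- and from 0.000436 to 0.511 in *Nanos2* -/-_*Tg+*, and that of A_51_P235553 from 0.0263 to 0.801 and from 0.00663 to 0.511. A difference of slide and scan could contribute to either. The spike-in probes, which carry the same amount on every array, differed by a median of −0.41 on the slide of *Nanos2* -/- and *Nanos2* -/-_*Tg+*, from −0.49 to −0.35 over 7 spike-ins, but replicate 1 of *Nanos2* +/- also lay at −1.04 from replicate 2 on the same slide. The falls and rises above are larger than these shifts. For A_51_P235553, near background in *Nanos2* +/-, normexp background correction left 0.37 and 0.68. The median of all probes was then 0.56 and 0.53, so that the rise relative to the other probes was −0.19 and 0.15. That correction adds an offset of 50, which shrinks the rise of a dim probe whatever its source, so these values do not decide. Whether A_51_P334979 is a transcript that differs between genotypes or between the slides' embryos cannot be told apart here.

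*Kctd14* changed in *Nanos2* -/-_*Tg+* by −2.86 against *Nanos2* +/- and by −3.05 against *Nanos2* -/-, and it was not shown to change in *Nanos2* -/- (0.2). A change of the chromosome region, such as an insertion of the transgene might bring, was tested on the 20 neighbouring genes. Their mean absolute change was 0.201, and 15.8% of runs of 20 neighbouring genes elsewhere (1985 of 12534) had one as large, while the median run was at 0.15. The neighbours thus lie above the typical run without standing out, and a regional effect is neither shown nor excluded. With the replicate number as a block the adjusted *p* against *Nanos2* -/- was 0.0807, and over the alternatives it ranged from 0.00487 to 1, and against *Nanos2* +/- from 0.00663 to 0.761. An effect of NANOS2-ΔN10, of the site of insertion or of a difference in strain background cannot be told apart here.

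*Cfap52*, *Lrrc18* and *Tjp3* were called lower in *Nanos2* -/-_*Tg+* than in *Nanos2* +/-, with changes of −2.26, −2.2 and −1.65. They were not called in *Nanos2* -/-, where they changed by −1.28, −2.07 and −1.22 (limma adjusted *p* = 0.188, 0.0605 and 0.113). That depended on the setting. In *Nanos2* -/- *Cfap52* passed the limit under 1 of 23 alternatives, *Lrrc18* under 5 of 22 and *Tjp3* under 2 of 23, tests without adjustment included. *Lrrc18* was measured on 1 of 2 *Nanos2* -/-_*Tg+* arrays. Between *Nanos2* -/-_*Tg+* and *Nanos2* -/- the changes were −0.99, −0.13 and −0.42, each with an adjusted *p* of 1, so a difference between *Nanos2* -/-_*Tg+* and *Nanos2* -/- is not shown for any of them. Over the alternatives the adjusted *p* in *Nanos2* -/-_*Tg+* ranged from 0.00875 to 0.726 for *Cfap52*, from 0.0137 to 0.772 for *Lrrc18* and from 0.022 to 0.655 for *Tjp3*.

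The probe of *Nanos2* read 3.67 higher in *Nanos2* -/-_*Tg+* than in *Nanos2* +/-, and at least 1140-fold higher than in *Nanos2* -/-, which argues against the transgene not being expressed in the arrays labelled *Nanos2* -/-_*Tg+*. The adjusted *p* against *Nanos2* +/- was 0.0547, 0.0314 with the replicate number as a block, 0.021 with an intensity trend and 0.0128 with only the 4 arrays of the genotypes compared, within a range of 0.0128 to 0.777. Whether the probe reads the transgene and the endogenous transcript equally well was not checked. The arrays do not show whether the level of protein, in excess of *Nanos2* +/- or not, bears on the profile of *Nanos2* -/-_*Tg+*.

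The male-type genes were higher in *Nanos2* -/-_*Tg+* than in *Nanos2* -/- by a median of 0.29, and lower in *Nanos2* -/- than in *Nanos2* +/-. The scaling of the arrays does not account for it: of 10000 random gene lists of the same size, 0 had a median as high (their median was 0.06). How far it rests on 1 array stays open. Leaving out 1 array left 0.16 to 0.43, and between single arrays the median was 0.51 for the replicates 1 (0 of 11 genes lower) and 0.09 for the replicates 2 (4 of 11 lower), with 0.16 and 0.35 for the other 2 pairs. Both *Nanos2* -/-_*Tg+* arrays were above both *Nanos2* -/- arrays for 6 of 11 genes. The second probe of *Tdrd1*, A_51_P478238, was lower by 0.24. A larger share of germ cells in the *Nanos2* -/-_*Tg+* gonads could raise these genes as well. The 8 germ cell markers outside the lists, *Dazl* left out, rose by a median of 0.15, 7 of 8 being higher, and with *Dazl* by 0.15, 8 of 9 being higher. The male-type genes lay above them (exact rank test across genes, 1-sided, *p* = 0.00603, and *p* = 0.00372 with *Dazl*), but genes are not independent of each other on 4 arrays. All 11 genes are expressed in germ cells, and *Mael* and *Mov10l1* are also in the germ cell list. *Dnmt3l*, *Piwil1* and *Tdrd1* had been reported by the paper on these same samples. Without replicate 1 of *Nanos2* -/- the adjusted *p* was 0.113, without replicate 1 of *Nanos2* -/-_*Tg+* 0.0716, within a range over the alternatives of 0.000177 to 0.113, and neither fry nor an estimated correlation gave a call. A partial activity of NANOS2-ΔN10 on male-type genes is a hypothesis that these arrays leave open.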

How the results depend on the processing

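The normexp background correction and the setting of dim probes at their bound were chosen only after the result was seen. Values are given in the order *Nanos2* -/- against *Nanos2* +/-, *Nanos2* -/-_*Tg+* against *Nanos2* +/- and *Nanos2* -/-_*Tg+* against *Nanos2* -/-, and calls are limma calls unless another test is named. The cause was not tested unless stated.

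As reported, 18, 28 and 5 probes were called (5, 8 and 4 higher, 13, 20 and 1 lower), 699, 880 and 266 changed by 2-fold, and 154, 235 and 40 were listed by the methods' t-test. With the 75th percentile 5 and 10 probes were called in the comparisons with *Nanos2* +/- (0 and 5 higher, 5 and 5 lower), and 0 lower between *Nanos2* -/-_*Tg+* and *Nanos2* -/-. The called lower probes then had a median change in *Nanos2* -/-_*Tg+* of −3.69, and the split-replicate ratio of the lower probes was 1.34. Quantile normalization gave 5 and 10 calls (0 and 4 higher, 5 and 6 lower), 0 lower between *Nanos2* -/-_*Tg+* and *Nanos2* -/-, and a median of −3.70. There the PGC genes reversed between *Nanos2* -/-_*Tg+* and *Nanos2* -/-, to −0.07 (adjusted *p* = 0.748).

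normexp background correction moved the median of all probes by 0.56, 0.53 and 0.00, and changes below are to be read relative to that. It gave 0 calls in each comparison, with smallest adjusted *p* of 0.481, 0.511 and 1. At the unadjusted limma *p* and the fold limit 436, 463 and 12 probes remained, and the methods' t-test listed 38, 25 and 7. The 2-fold probes numbered 2738, 3086 and 29, and the higher list had a median in *Nanos2* -/-_*Tg+* of 0.84. Reversed were the PGC genes between *Nanos2* -/-_*Tg+* and *Nanos2* -/- (−0.05, adjusted *p* = 0.528), the male-type genes in *Nanos2* -/- (0.54, adjusted *p* = 0.78, relative −0.02) and in *Nanos2* -/-_*Tg+* (0.84, adjusted *p* = 0.46, relative 0.31), *Tdrd1* (0.37 and 0.6, relative −0.19 and 0.07), *Cyp26b1* in *Nanos2* -/-_*Tg+* (0.89, relative 0.36) and *Fgf9* (0.31 and 0.47, relative −0.25 and −0.06). The adjusted *p* of the male-type genes ranged over the alternatives from 1.29e-05 to 0.78 in *Nanos2* -/- and from 0.00601 to 0.818 in *Nanos2* -/-_*Tg+*.

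With the floor of 5 set before the scaling, 3 probes were called higher in *Nanos2* -/-. A floor of 20 gave 0 calls in each comparison (0 higher, 0 lower), with smallest adjusted *p* of 0.0754, 0.0648 and 0.177, 299, 409 and 44 probes at the unadjusted *p*, 425, 573 and 131 probes of 2-fold and 85, 161 and 18 listed by the methods' t-test. The split-replicate ratios average same-numbered and crossed choices, and for the higher probes have little meaning. Under this floor they were −1.01 for the higher probes, reversed, and 1.75 for the lower.

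With probes well above background on all 6 arrays the calls were 1, 5 and 1 (0, 1 and 0 higher, 1, 4 and 1 lower), the 2-fold probes 341, 468 and 96 and the methods' list 67, 134 and 13. The called lower probes had a median in *Nanos2* -/-_*Tg+* of −3.73, and the split-replicate ratios were −0.434, reversed, and 1.81. With probes well above background on at least 1 array the calls were 3, 5 and 2 (0, 2 and 2 higher, 3, 3 and 0 lower), the 2-fold probes 1470, 1758 and 981, the methods' list between *Nanos2* -/-_*Tg+* and *Nanos2* -/- 67, and the median of the called lower probes −3.73. Without a filter the calls were 2, 4 and 0 (0, 1 and 0 higher, 2, 3 and 0 lower), the 2-fold probes 1566, 1855 and 1029, the methods' list 251 in *Nanos2* -/- and 96 between *Nanos2* -/-_*Tg+* and *Nanos2* -/-, and the median in *Nanos2* -/-_*Tg+* of the higher list 1.12. The last 2 filters gave no split-replicate ratio, so 4 values are missing.

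With the replicate block the calls were 31, 171 and 4 (9, 74 and 4 higher, 22, 97 and 0 lower), 18, 28 and 4 of them also called as reported, and the methods' list with the block held 76 and 144 in the comparisons with *Nanos2* +/-. Differences between replicates 1 and 2 correlated across genotypes at 0.407 for *Nanos2* +/- with *Nanos2* -/-, 0.35 for *Nanos2* +/- with *Nanos2* -/-_*Tg+* and 0.29 for *Nanos2* -/- with *Nanos2* -/-_*Tg+*, over 24953 probes, so that replicate numbers do share something, though the labels do not say what. A comparison has only 2 pairs, and the block leaves fewer degrees of freedom, so a call lost there, such as *Kctd14* (adjusted *p* = 0.0807), is not a smaller effect. The slide as a block was not run. It could not be fitted for the comparisons with *Nanos2* +/-, whose arrays have a slide of their own, and removes nothing between *Nanos2* -/-_*Tg+* and *Nanos2* -/-.

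With only the 4 arrays of the genotypes compared the calls were 42, 87 and 1 (12, 42 and 1 higher, 30, 45 and 0 lower), the called lower probes had a median in *Nanos2* -/-_*Tg+* of −2.02, and the meiotic genes in *Nanos2* -/-_*Tg+*, at 0.10, reached an adjusted *p* of 0.0386. An intensity trend gave 5 calls in *Nanos2* -/- (1 higher, 4 lower), 13 lower in *Nanos2* -/-_*Tg+* and 3 between *Nanos2* -/-_*Tg+* and *Nanos2* -/- (2 higher), and a median of −3.72.

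By the methods' t-test without adjustment the counts were 154, 235 and 40 (51, 102 and 23 higher, 103, 133 and 17 lower). After Benjamini-Hochberg adjustment they were 0 in each direction and comparison. In the Welch form they were 69, 106 and 23 (25, 37 and 14 higher, 44, 69 and 9 lower). At the unadjusted limma *p* with the 2-fold limit they were 593, 747 and 176 (229, 331 and 93 higher, 364, 416 and 83 lower), and the lower list had a median in *Nanos2* -/-_*Tg+* of −1.22. With dim probes at their bound the median in *Nanos2* -/-_*Tg+* was 1.08 for the higher list and, for called probes, 0.24 higher and −0.99 lower.

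With 1 array left out, the remaining array of its genotype is assumed to vary like the others. Over the arrays left out the calls ran from 13 to 52 (0 to 21 higher, 9 to 31 lower), from 21 to 87 (3 to 42 higher, 17 to 45 lower) and from 1 to 29 (1 to 18 higher, 0 to 11 lower). The 52 came without replicate 1 of *Nanos2* -/-, and 42 without either *Nanos2* -/-_*Tg+* array. The 87 came without either *Nanos2* -/- array, and 57 and 45 without replicates 1 and 2 of *Nanos2* -/-_*Tg+*. Between *Nanos2* -/-_*Tg+* and *Nanos2* -/-, 1 call was left without either *Nanos2* +/- array, 29 came without replicate 1 of *Nanos2* -/-, 23 and 12 without replicates 1 and 2 of *Nanos2* -/-_*Tg+*. The 2-fold probes ran from 699 to 1196, 880 to 1474 and 266 to 651, and the methods' list from 62 (without replicate 2 of *Nanos2* -/-) to 240 (without replicate 2 of *Nanos2* +/-), 113 to 235 and 40 to 94. Medians in *Nanos2* -/-_*Tg+* ran from 0.87 to 1.46 for the higher and from −1.43 to −0.73 for the lower list, and for called probes from 1.11 to 2.36 and from −3.86 to −1.86.

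Among gene lists, with 1 array left out, the meiotic genes ran from −0.16 to 0.25, 0.04 to 0.31 and 0.03 to 0.25, with −0.16 without replicate 1 of *Nanos2* +/- and −0.06 without replicate 2 of *Nanos2* -/-. They passed 0.05 in *Nanos2* -/- without replicate 1 of *Nanos2* -/- (0.16, adjusted *p* = 0.0386), in *Nanos2* -/-_*Tg+* without replicate 1 or 2 of *Nanos2* -/- (0.10 in both, adjusted *p* = 0.0386 and 0.029) or replicate 2 of *Nanos2* -/-_*Tg+* (0.12, adjusted *p* = 0.000292), and between *Nanos2* -/-_*Tg+* and *Nanos2* -/- without replicate 2 of *Nanos2* -/- (0.25, adjusted *p* = 0.00576) or of *Nanos2* -/-_*Tg+* (0.19, adjusted *p* = 0.000292). The PGC genes ran from −0.11 to 0.57, −0.08 to 0.53 and −0.15 to 0.13, the negative values coming without replicate 1 of *Nanos2* +/- (−0.11 and −0.08), replicate 2 of *Nanos2* -/-_*Tg+* (−0.04 against *Nanos2* +/- and −0.15 against *Nanos2* -/-, the latter with an adjusted *p* of 0.0478) and replicate 1 of *Nanos2* -/- (−0.06). They passed 0.05 without replicate 2 of *Nanos2* +/- (0.57 and 0.51, adjusted *p* = 0.00255 and 0.00669), in *Nanos2* -/-_*Tg+* without replicate 1 of *Nanos2* -/-_*Tg+* (0.53, adjusted *p* = 0.0379) and in *Nanos2* -/- without replicate 2 of *Nanos2* -/-_*Tg+* (0.24, adjusted *p* = 0.0478). The male-type genes ran from −0.62 to −0.32, −0.24 to 0.06 and 0.16 to 0.43. Without replicate 1 of *Nanos2* +/- they stood at −0.32 (adjusted *p* = 0.294) and 0.06, without replicate 2 of *Nanos2* +/- at −0.62 (adjusted *p* = 1.29e-05) and −0.24 (adjusted *p* = 0.00601), and the adjusted *p* between *Nanos2* -/-_*Tg+* and *Nanos2* -/- was 0.113 without replicate 1 of *Nanos2* -/- and 0.0716 without replicate 1 of *Nanos2* -/-_*Tg+*.

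Among named genes, changes that reversed with 1 array left out were *Dppa5* in *Nanos2* -/- (−0.01 to 1.28), *Dppa3* (−0.3 to 0.78 and −0.31 to 0.78), *Sycp3* in *Nanos2* -/- (−0.16 to 0.56), *Dazl* (−0.13 to 0.82 and −0.02 to 0.93), *Cyp26b1* (−0.11 to 0.2 and −0.22 to 0.1), *Nanos3* in *Nanos2* -/- (−0.06 to 1.09) and *Kctd14* in *Nanos2* -/- (−0.17 to 0.56). All of them but *Cyp26b1* in *Nanos2* -/-_*Tg+* reversed without replicate 1 of *Nanos2* +/-. *Dppa3* in *Nanos2* -/-_*Tg+* also did so without replicate 2 of *Nanos2* -/-_*Tg+* (−0.07), *Sycp3* and *Cyp26b1* in *Nanos2* -/- without replicate 2 of *Nanos2* -/- (−0.08 and −0.02), and *Cyp26b1* in *Nanos2* -/-_*Tg+* without replicate 1 of *Nanos2* -/-_*Tg+* (0.04) or replicate 2 of *Nanos2* +/- (0.1).

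For the results planned as the main ones, 320 values under alternatives kept their direction and side of the limit, or stayed near the reported value, 230 moved, 14 reversed, 12 passed the limit that they had not passed and 3 lost it. For single genes the numbers were 976 kept, 89 lost, 15 gained and 19 reversed. The signal over background limits the limma calls: most calls as reported rest on probes that were dim in 1 genotype, where the floor and the background correction set the size of the change and its spread. With the replicate block, 7 of 31, 100 of 171 and 0 of 4 calls were measured in both genotypes.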

Differences from the paper's values

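No test was added for these differences. The settings named below were set before the data were examined, except normexp, which was chosen after the values were seen.

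Of 16 values that the paper's text and Table 1 state and that were recomputed, 3 differed by more than 1.5-fold, all of them about the probes listed between *Nanos2* -/- and *Nanos2* +/- by the methods' t-test. A value read by eye from Fig. 3 had also to differ by more than the standard deviation of the folds between single arrays. Of 18 such values 0 differed. With 2 arrays per genotype that deviation can be wide, so this is a weak check.

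The paper lists 62 lower and 82 higher genes, and here 103 lower and 51 higher probes were listed. The paper thus has more higher than lower genes and the arrays as analysed here the reverse, with 33.1% higher. For the lower list 7 of 17 settings come out alike: the 75th percentile (81), quantile normalization (87), a floor of 20 (66), probes well above background on all 6 arrays (50), the Welch form (44), and leaving out replicate 1 of *Nanos2* +/- (64) or replicate 1 of *Nanos2* -/- (51). The other 10 differ. For the higher list 6 of 17 come out alike: the 75th percentile (76), quantile normalization (61), probes well above background on at least 1 array (74), no filter (101), and leaving out replicate 1 (56) or replicate 2 (73) of *Nanos2* +/-. The other 11 differ. Alike means within 1.5-fold of the paper's count. Both lists do so under the 75th percentile, quantile normalization and leaving out replicate 1 of *Nanos2* +/-, but there too the lower list is the larger, under the 75th percentile by 81 to 76 (48.4% higher). More higher than lower probes, as in the paper, came only with the replicate block, 40 higher and 36 lower, and with the added normexp correction, 30 higher and 8 lower (78.9% higher).

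For the share of tested probes listed between *Nanos2* -/- and *Nanos2* +/-, the paper's Table 1 gives 0.98%, and here it was 0.577%. The paper's own 144 of 27,033 come to 0.533%. Only leaving out replicate 2 of *Nanos2* +/- comes out alike (0.898%), and the other 16 of 17 settings differ.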

Other observations

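The tests of the embryonic globins, the share of germ cells between replicates, the PGC genes without 1 *Nanos2* +/- array, slide and scan, the floor, *Dnmt3l* and *Piwil1* against the germ cell markers with all arrays and without replicate 1 of *Nanos2* +/-, the 2-fold genes near *Nanos2*, and the germ cell markers without and with *Dazl* were chosen only after the result was seen. The tests of the mitosis genes and of the listed genes near *Nanos2* were added once the arrays had been seen, before their own values were. The others were set before.

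The 4 arrays of a comparison can be divided 2 against 2 in 3 ways. For *Nanos2* -/- and *Nanos2* +/- limma on these 4 arrays called 42 probes by genotype, 0 by replicate number and 0 in the remaining division, and for *Nanos2* -/-_*Tg+* and *Nanos2* +/- 87, 0 and 0, so that 1 of 3 divisions, the genotypes themselves, reached the count. For *Nanos2* -/-_*Tg+* and *Nanos2* -/- it called 1 by genotype, 1 by replicate number and 0 otherwise, so that 2 of 3 divisions did. The methods' t-test listed 154, 87 and 3 probes, then 235, 127 and 9, then 40, 49 and 11, and 699, 445 and 167, 880, 557 and 191, and 266, 332 and 169 probes reached 2-fold. With 3 divisions, the smallest share is 1 of 3, and the number of differences between *Nanos2* -/-_*Tg+* and *Nanos2* -/- cannot be told apart from the difference between replicates.

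The limma calls rest largely on dim probes. A floor of 5 removing the spread was tested with a floor of 20, under which 0 probes were called over the 3 comparisons. This does not decide, since a higher floor removes still more spread from dim probes, and A_51_P334979 and *Kctd14*, whose changes do not depend on it (−3.62 and −3.05), lost their calls as well (adjusted *p* = 0.0754 and 0.918). The prior degrees of freedom were 2.25 in place of 4.61 there, and the prior standard deviation 0.178 in place of 0.224. The 2-fold probes of *Nanos2* -/- against *Nanos2* +/- fell in number from 699 to 425 under that floor, and 299 of the probes tested remained at the unadjusted limma *p* and fold limit. Which of the calls at the floor of 5 are differences of expression stays open.

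The difference of *Nanos2* +/- from the other 4 arrays is also a difference of slide and scan. The spike-in probes shifted by −0.41 between the slides, and by −1.04, −0.1 and −0.15 between replicates within *Nanos2* +/-, *Nanos2* -/- and *Nanos2* -/-_*Tg+*. Whether the scaling has removed the effect for every probe cannot be told apart from the genotypes.

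The male-type genes were lower in *Nanos2* -/-. A smaller share of germ cells in the dissected gonads could lower them too: 8 of 8 germ cell markers outside the lists were lower in *Nanos2* -/-, by a median of −0.33, from −0.81 to −0.13. This set leaves out *Dazl*, which the paper names as a transcript bound by NANOS2 and which rose by 0.34. With *Dazl*, 8 of 9 were lower, by a median of −0.31, and the values ran from −0.81 to 0.34. For *Dnmt3l* and *Piwil1*, whose changes were −2.22 and −2.12, the lowest marker change was −0.81. Without replicate 1 of *Nanos2* +/- their changes were −1.08 and −1.44 and the lowest marker change, that of *Dnd1*, was −0.92, so that the gap narrows. For these genes and for the list as a whole the share cannot be told apart from a change within germ cells. All 14 tested genes of the germ cell list had a median of −0.3 in *Nanos2* -/-, −0.1 in *Nanos2* -/-_*Tg+* and 0.18 between them, and of its most abundant genes *Tuba3a* read 14.98, 15.43, 14.82, 15, 15.06 and 15.06 on the 6 arrays in the order *Nanos2* +/-, *Nanos2* -/-, *Nanos2* -/-_*Tg+* and *Ddx4* 14.17, 14.29, 13.97, 14.22, 14.21 and 14.34.

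The rise of the PGC genes is consistent with the effect of 1 *Nanos2* +/- array. Without replicate 1 of *Nanos2* +/- their median was −0.11 in *Nanos2* -/- and −0.08 in *Nanos2* -/-_*Tg+*, while the median of all probes was −0.16 and −0.12, so that relative to other probes little is left in either direction. Without replicate 2 of *Nanos2* +/- instead, it was 0.57 in *Nanos2* -/- and 0.51 in *Nanos2* -/-_*Tg+* (adjusted *p* = 0.00255 and 0.00669). Which of the *Nanos2* +/- arrays is nearer to the genotype stays open.

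Other tissue was weighed by marker lists. The 8 tested mesonephros markers rose by a median of 0.25 in *Nanos2* -/- and went both ways, from −1.83 to 1.4, with 5 higher and 3 lower, and changed by −0.09 in *Nanos2* -/-_*Tg+* and −0.03 between them. Unequal carry-over of mesonephros is therefore a candidate source of some differences that cannot be told apart from the genotypes. Of its genes *Lhx1* read 7.54, 9.46, 9.1, 8.72, 7.97 and 8.81 on the 6 arrays in the order *Nanos2* +/-, *Nanos2* -/-, *Nanos2* -/-_*Tg+*, *Emx2* 8.75, 8.55, 9.12, 9.26, 8.95 and 9.55, and *Cdh16* 6.05, 8.6, 7.05, 3.94, 4.58 and 5.12. *Gata3* was steadier, at 6.92, 7.04, 6.86, 6.68, 6.68 and 6.77. The gonad itself also expresses at least *Emx2* of this list.

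For unequal blood content, 0 blood markers were among the called probes of *Nanos2* -/- against *Nanos2* +/-, and the 7 tested changed by a median of −0.08 there, 0.22 in *Nanos2* -/-_*Tg+* and 0.5 between *Nanos2* -/-_*Tg+* and *Nanos2* -/-, where 6 of 7 were higher. *Hba-a1* read 17.26, 17.26, 17.07, 16.88, 17.52 and 17.43 and *Alas2* 12.08, 11.99, 11.98, 11.62, 12.5 and 12.31, which is consistent with more blood in the *Nanos2* -/-_*Tg+* gonads than in the *Nanos2* -/- gonads. For a female gonad among the samples, the *Xist* probe was well above background on 0 arrays, and the 5 tested Y-linked genes changed by 0.19, 0.25 and 0.13, with the lowest of them between 5.88 and 6.76 on each array. The 15 Sertoli genes changed by −0.08, −0.03 and 0.1, the 10 Leydig genes by −0.02, −0.16 and −0.06, and the 11 mitosis genes by −0.07, −0.02 and −0.02.

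Near *Nanos2* the methods' t-test listed more genes between *Nanos2* -/- and *Nanos2* +/- than elsewhere. Among the 100 tested genes on each side 5 of 200 were listed, 2.5% against 0.516% of other genes (Fisher's exact test, 1-sided, *p* = 0.00472). With 50 on each side it was 5 of 100 (exact *p* = 0.000214) and with 200 on each side 5 of 317 (exact *p* = 0.0296). They were *Zscan4c* (−2.42), *Slc1a5* (−1.04), *Foxa3* (−1.09), *Klc3* (−1.17) and *Zfp109* (1.48), with *Zscan4c* measured on 3 arrays and *Zfp109* on 2. A segment of the targeted chromosome from the embryonic stem cells could carry such differences. Against that, *Nanos2* -/-_*Tg+*, which has the same null allele, had 0 of these genes listed against *Nanos2* +/-, and limma called 0 of them in any comparison. Counts of 2-fold genes, added after these lists were seen, were 14 of 200 in *Nanos2* -/- (7% against 2.71%, exact *p* = 0.00142), 12 in *Nanos2* -/-_*Tg+* (6% against 3.16%, exact *p* = 0.0277) and 0 between *Nanos2* -/-_*Tg+* and *Nanos2* -/-, and the 5 genes changed in *Nanos2* -/-_*Tg+* by −1.44, −1.15, −0.88, −1.32 and 0.87. A segment shared by *Nanos2* -/- and *Nanos2* -/-_*Tg+* stays open.

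Same-numbered arrays deviated together in the 3 genotypes. *Pou5f1* differed between replicate 1 and replicate 2 by −1.81, −1.86 and −1.83 in *Nanos2* +/-, *Nanos2* -/- and *Nanos2* -/-_*Tg+*. If replicate 1 embryos were further developed, mitosis genes would be lower there, and they were, by −0.41, −0.08 and −0.18, with 10, 9 and 9 of 11 lower, though the highest value, −0.08, is small. The 3 embryonic globins differed by a median of −1.46, 0.02 and −1.68, with 1 of 3 lower in *Nanos2* -/-. *Hbb-y*, the most abundant of them, was lower in every genotype (−1.68, −0.38 and −1.68), while the adult globin differed by −0.01, 0.19 and 0.09. A stage difference stays open, since the values in *Nanos2* -/- rest on few genes and 1 pair of arrays. A different share of germ cells is unlikely to be the cause, as the germ cell markers outside the lists differed by −0.28, −0.24 and 0.22, at most 0.28 in size, and with *Dazl* by −0.35, −0.25 and 0.14, far less than *Pou5f1*. What the replicates share stays open.

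Other genes named in the text changed little or were not called. In *Nanos2* -/- and *Nanos2* -/-_*Tg+* *Sycp3* changed by 0.2 and 0.67, *Dazl* by 0.34 and 0.45, *Cyp26b1* by 0.04 and −0.06, *Fgf9* by −0.22 and −0.03, *Nanos3* by 0.51 and 0.75 and *Nanos1* by 0.77 and 0.99. A dim probe of *Nanos1*, A_52_P201800, was called in both, at least 2.13-fold and 2.11-fold higher (adjusted *p* = 0.0449 and 0.035). *Sycp3*, stained at E15.5 in Fig. 2J–L, was thus not called at E14.5.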
